# Ginsenoside Rk2 alleviates hepatic ischemia/reperfusion injury by enhancing AKT membrane translocation and activation

**DOI:** 10.1002/mco2.70047

**Published:** 2025-01-14

**Authors:** Hong Shen, Jiajun Fu, Jiayue Liu, Toujun Zou, Kun Wang, Xiao‐Jing Zhang, Jian‐Bo Wan

**Keywords:** AKT signaling, apoptosis, ginsenoside Rk2, inflammation, ischemia–reperfusion, membrane translocation

## Abstract

Hepatic ischemia–reperfusion injury (IRI) poses a significant threat to clinical outcomes and graft survival during hemorrhagic shock, hepatic resection, and liver transplantation. Current pharmacological interventions for hepatic IRI are inadequate. In this study, we identified ginsenoside Rk2 (Rk2), a rare dehydroprotopanaxadiol saponin, as a promising agent against hepatic IRI through high‐throughput screening. The pharmacological effects and molecular mechanisms of Rk2 on hepatic IRI were further evaluated and elucidated in vitro and in vivo. Rk2 significantly reduced inflammation and apoptosis caused by oxygen‐glucose deprivation and reperfusion in hepatocytes and dose dependently protected against hepatic I/R‐induced liver injury in mice. Integrated approaches, including network pharmacology, molecular docking, transcriptome analysis, and isothermal titration calorimetry, along with experimental validation, indicated that Rk2 protects against hepatic IRI by targeting and activating the AKT (RAC serine/threonine protein kinase) signaling pathway. Pharmacological inhibition of AKT pathway or knockdown of AKT1 effectively diminished protective effects of Rk2. Rk2 directly binds to AKT1, facilitating its translocation from the cytoplasm to plasma membrane. This process markedly enhanced AKT interaction with PDPK1, promoting the activation of AKT1 and its downstream signaling. Our findings demonstrate that Rk2 protects against hepatic IRI by activating AKT signaling through direct binding to AKT1 and facilitating its membrane translocation.

## 1 INTRODUCTION

Hepatic ischemia–reperfusion injury (IRI) is a significant complication that can occur during events such as hemorrhagic shock, extensive liver resection, and orthotopic liver transplantation. This condition can lead to severe liver damage, dysfunction, and even failure.^1^, ^2^ The progression of hepatic IRI involves a series of complex biological processes, including anaerobic metabolism, mitochondrial injury, oxidative stress, calcium overload, inflammatory responses, and various forms of cell death, such as apoptosis, autophagy, necrosis, and necroptosis.^2^, ^3^, ^4^, ^5^ Despite the introduction of numerous protective strategies, including ischemic pre‐conditioning, ischemic post‐conditioning, and mechanical reperfusion, the effectiveness of these interventions in relieving IRI remains limited.^6^, ^7^, ^8^ This underscores the need for ongoing research to better understand the underlying mechanisms of hepatic IRI and to develop more effective therapeutic approaches.

Recent advancements in understanding the molecular mechanisms underlying hepatic IRI and the identification of new biomarkers have opened up promising avenues for pharmacological treatments. Various intervention strategies have been developed to target key aspects of the injury process, including oxidative stress, metabolic modulation, inflammation, and cell death in hepatocytes.^5^, ^9^ In both animal models and clinical trials, several therapeutic agents have demonstrated efficacy in mitigating IRI.^5^, ^9^ These include calcium channel blockers (such as amlodipine), glucocorticoids, and antioxidants such as melatonin, ferritin, coenzyme Q10, and N‐acetyl cysteine. Additionally, polyethylene glycol has also shown potential in preserving liver function during IRI.^9^ Thus, the discovery and identification of pharmacological agents that can effectively prevent or minimize hepatic IRI have become a critical focus in the treatment of this condition.^5^, ^9^

In recent decades, there has been growing interest in the use of phytomedicines and natural products to treat various types of liver injury in preclinical studies.^10^, ^11^, ^12^, ^13^, ^14^ Ginsenosides, the main bioactive components of ginseng, have shown significant potential in protecting against multiple forms of IRI, including myocardial, cerebral, hepatic, renal, and intestinal IRIs. Their protective effects are attributed to several pharmacological activities, including antioxidant properties, free radical scavenging, autophagy inhibition, reduction of calcium overload, and anti‐inflammatory and anti‐apoptotic effects.^13^, ^16^, ^17^, ^18^, ^19^, ^20^ Notably, primary ginsenosides, such as Rg1 and Rb1, and total saponins from *Panax ginseng* and *Panax notoginseng*, have demonstrated effective liver protection against ischemic injury through the modulation of nuclear factor kappa‐B (NF‐κB) signaling pathway, CypD protein‐mediated mitochondrial apoptotic pathway, and the reactive oxygen species (ROS)‐nitric oxide (NO)‐hypoxia inducible factor (HIF)pathway.^15^, ^16^, ^17^ Collectively, these findings suggest that ginsenosides may may serve as promising protective agents for the treatment of hepatic IRI.

Rare ginsenosides (RGs), accounting for less than 0.1% of total extracts of the genus *Panax*, have garnered increasing attention due to their superior pharmacological activities compared to primary ginsenosides.^18^ RGs, such as ginsenoside Rk1, Rk2, Rg3, Rh2, and compound K, have been shown to protect against inflammation‐related liver diseases by reducing oxidative stress, inflammation, and apoptosis.^19^, ^20^, ^21^, ^22^, ^23^ However, the specific pharmacological effects of RGs on hepatic IRI have not been fully explored. Our preliminary data suggested that ginsenoside Rk2, a rare dehydroprotopanaxadiol saponin derived from steamed ginseng, has emerged as a promising candidate for treating hepatic IRI by high‐throughput screening in vitro. This study aims to further investigate the pharmacological effects of ginsenoside Rk2 on hepatic IRI and to elucidate the underlying molecular mechanism in vivo and in vitro.

## 2 RESULTS

### 2.1 Rk2 is a potential agent for the treatment of hepatic IRI

To gain insights into the pharmacological landscape and pharmacological potential of ginsenosides, we first conducted a network pharmacological analysis to identify potential targets and mechanisms associated with various ginsenosides documented in the Comparative Toxicogenomics Database (Figure S1A). Notably, the Disease Gene Network analysis suggested that ginsenosides may be beneficial for multiple pathological conditions, particularly metabolic diseases and reperfusion injury (Figure S1B). Consistent with these findings, Gene Ontology (GO) enrichment analyses revealed that ginsenosides are involved in biological processes related to IRI, including programmed cell death, apoptotic signaling pathways, and cellular responses to cytokines (Figure S1B). Furthermore, GO analysis of molecular functions indicated that target genes of ginsenosides were highly enriched for binding function (e.g., kinase, transcription factor, protein domain, protease, and ubiquitin protein ligase) and regulation of protein activity (e.g., signal receptor activator, enzyme activator, and nuclear receptor) (Figure S1C). Meanwhile, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis highlighted the connections between ginsenosides and liver injury‐related signaling pathways, including the cancer pathway, phosphatidylinositol 3‐kinase (PI3K)—AKT pathway, mitogen‐activated protein kinase pathway, Forkhead box O (FOXO) pathways, and autophagy (Figure S1D). However, a review of the literature indicated that the specific effects of ginsenosides on hepatic IRI are still not fully understood (Figure S1E).

To identify effective agents for hepatic IRI, we conducted a series of in vitro assays using a range of pharmacologically active ginsenosides (Table S1, Figure 1A). We assessed the cell viability of HuH7 cells under normal incubation conditions or after oxygen‐glucose deprivation and reperfusion (OGD/R) incubation, followed by exposure to either dimethyl sulfoxide (DMSO) or various ginsenosides at a concentration of 20 µM. As shown in Figure 1B, both primary ginsenosides (Rg1 and Rc) and RGs (Rk2, notoginsenoside Fp2, R4, and S) significantly improved cell viability of HuH7 cells and promoted their survival after OGD/R incubation. Additionally, primary ginsenoside Re and RG Rg5, Rk2, Fd, and R4 effectively reduced the luciferase activity of both TNF‐α and IL‐6 in HuH7 cells after OGD/R incubation, indicating their ability to inhibit IRI‐induced inflammatory responses (Figure 1C,D). Based on a comprehensive analysis of the high‐throughput screening results, which considered both cell viability and luciferase activities of TNFα and IL6, we identified ginsenoside Rk2 as an optimal agent for treating hepatic IRI (Figure 1E).

**FIGURE 1:**
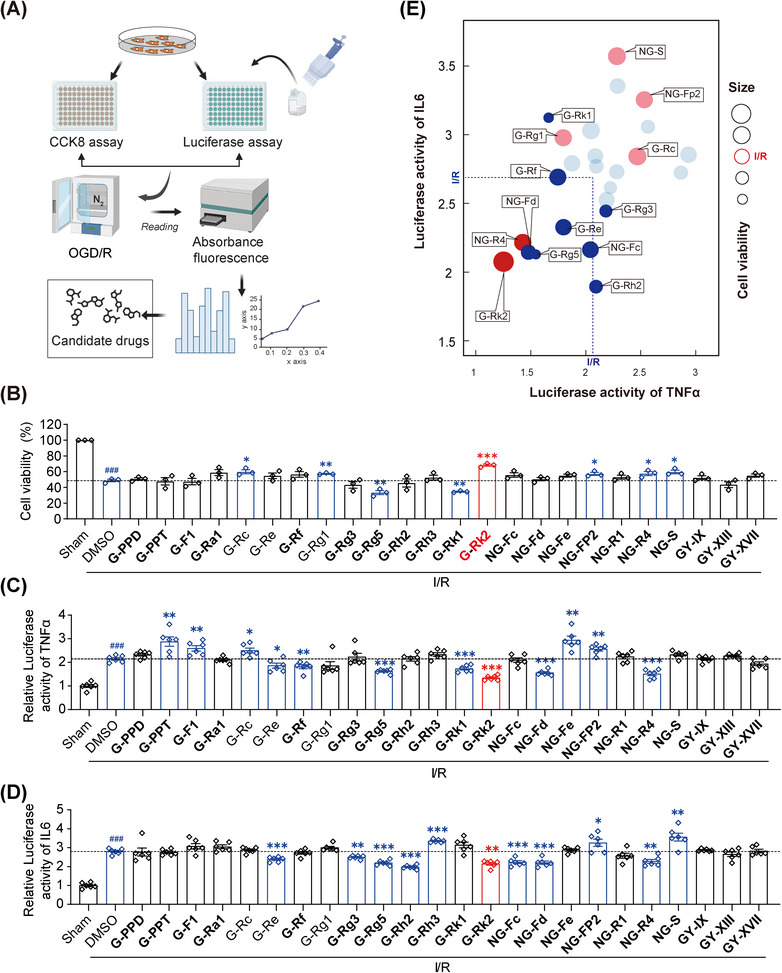
Ginsenoside Rk2 is a potential agent for the treatment of hepatic ischemia–reperfusion injury (IRI). (A) Graphical representation of the high‐throughput screening protocol for identifying effective agents in treating hepatic IRI from a set of ginsenosides. (B) Cell viability of HuH7 cells subjected to normal incubation or oxygen‐glucose deprivation and reperfusion (OGD/R) incubation after treatment with a set of ginsenosides at the concentration of 20 µM. (C) TNFα luciferase activity of HuH7 cells co‐transfected with the TNF‐α luciferase reporter plasmid and the Renilla luciferase reporter plasmid after OGD/R incubation and treatment with a set of ginsenosides at the concentration of 20 µM. (D) IL6 luciferase activity of HuH7 cells co‐transfected with the IL6 luciferase reporter plasmid and the Renilla luciferase plasmid after OGD/R incubation and treatment with a set of ginsenosides at the concentration of 20 µM. (**E**) Graphical representation of candidate agents for treating hepatic IRI based on the comprehensive analysis of cell viability as well as TNF‐α and IL6 luciferase activity. Blue: agents with anti‐inflammatory effects; pink or red: agents with increased cell viability; red: agents with anti‐inflammatory effects and increased cell viability. G: ginsenoside; NG: notoginsenoside; GY: gypenoside. All data are shown as the mean ± SEM of triplicate independent experiments. The font used for ginsenosides in bold denotes the rare types of ginsenosides. *p < 0.05, **p < 0.01, ***p < 0.001, versus DMSO‐treated group; ^###^ *p* < 0.001, vs. sham group.

### 2.2 Rk2 inhibits inflammatory responses and hepatic apoptosis induced by OGD/R in vitro

To establish the safe dosage range for subsequent in vitro experiments, we evaluated the cell viability of HuH7 cells and primary hepatocytes (PHCs) after 24 h of treatment with various concentrations of Rk2 under normal cell culture conditions. Rk2 demonstrated minimal toxicity at concentrations below 25 µM, while higher concentrations (above 50 µM) exhibited significant toxicity (Figure S2A). Next, HuH7 cells and PHCs were exposed to OGD for 6 h, followed by re‐oxygenation with medium containing normal glucose content and oxygen (20%) for an additional 6 h, creating an in vitro model of hepatic IRI. As shown in Figure 2B, OGD/R exposure led to a marked decrease in cell viability. However, treatment with Rk2 significantly mitigated this decline in a dose‐dependent manner. Flow cytometry analysis further demonstrated that Rk2 dose dependently reduced the apoptosis of HuH7 cells induced by OGD/R incubation (Figure 2C,D). Consistently, in PHCs, evaluation of apoptosis at both early and late stages using Annexin‐V and PI staining revealed that Rk2 at 20 µM effectively inhibited apoptosis, as indicated by a lower fluorescence intensity (Figure 2E and Figure S2B).

**FIGURE 2:**
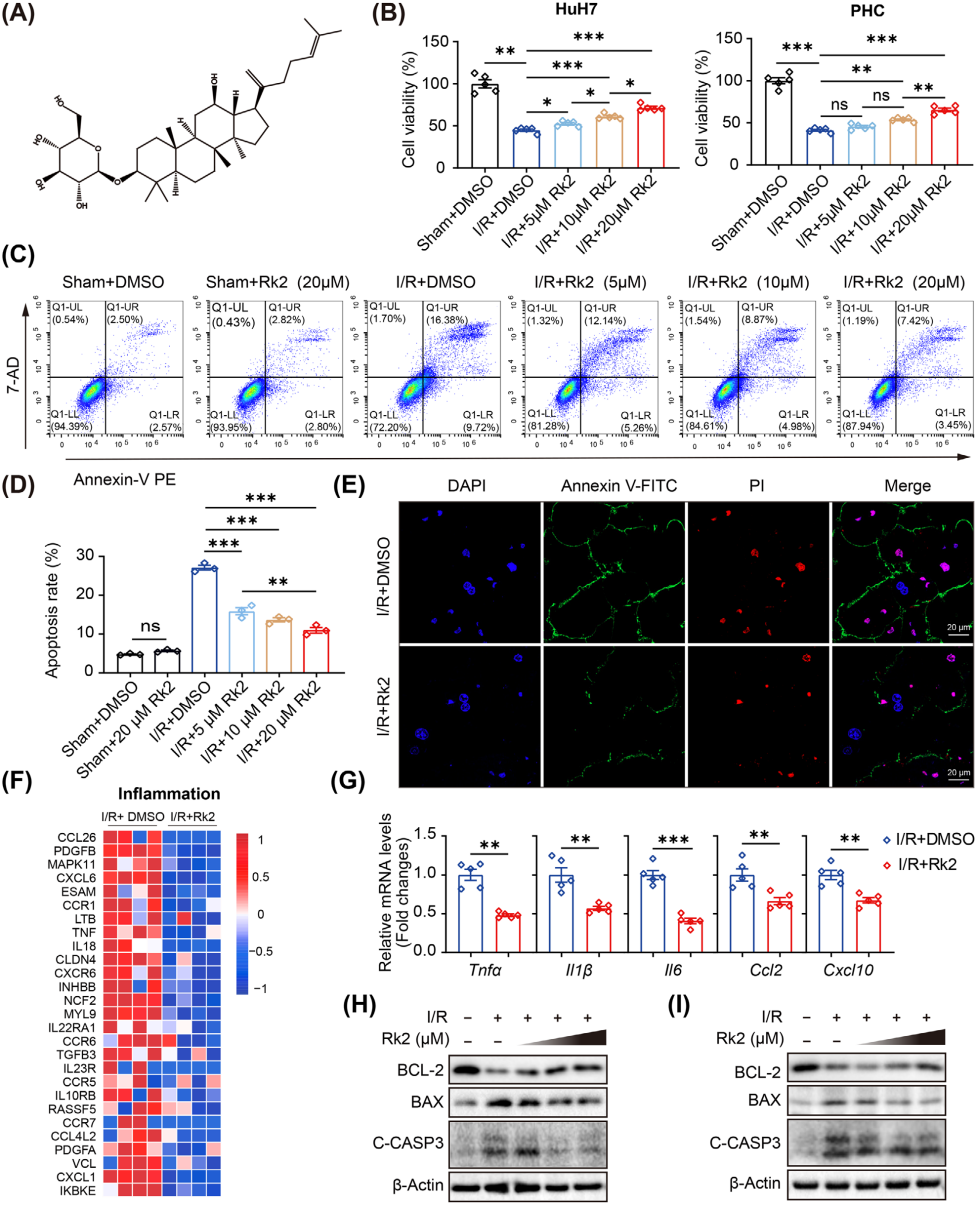
Rk2 inhibits inflammatory responses and hepatic apoptosis induced by oxygen‐glucose deprivation and reperfusion (OGD/R) **in vitro**. (A) Chemical structure of Rk2. (B) Cell viability of HuH7 cells and primary hepatocytes (PHCs) after OGD/R incubation and treatment with various concentrations of Rk2 (5 µM, 10 µM, and 20 µM). Each value is shown as the mean ± SEM of five replicates. (C and D) Flow cytometric analysis of apoptosis in HuH7 cells by staining with annexin V‐PE and 7‐AD. Graphic data for the apoptosis ratio are representative of three separate experiments. (E) Representative fluorescence microscopy images of annexin V‐FITC/PI staining for detecting apoptosis of PHCs after OGD/R incubation and treatment with Rk2 at the concentration of 20 µM. Cells with green (annexin V‐FITC) and red colors (PI) indicated that they were in the early apoptotic phase and late apoptotic phase, respectively. The fluorescence of green and red were employed to analyze the occurrence of early and late apoptosis, respectively. (F) The expression profile of genes related to the inflammatory response in HuH7 cells subjected to OGD/R incubation and treatment with or without Rk2 (20 µM) by RNA‐sequencing. Red, up‐regulated; blue, down‐regulated. (G) The mRNA levels of *Tnfa*, *Il1β*, *Il6*, *Ccl2*, and *Cxcl10* in PHCs after OGD/R incubation and treatments of Rk2 (20 µM). Each value is shown as the mean ± SEM of five replicates. (H and I) Western blot of BCL‐2, BAX, and cleaved CASPASE3 (c‐CASP3) protein levels in HuH7 cells (left) and PHCs (right) after OGD/R incubation and treatment with various concentrations of Rk2 (5 µM, 10 µM, and 20 µM). β‐Actin served as the internal control. All data represent three separate experiments, and values are shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant. PHCs, primary hepatocytes.

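Of the inflammatory genes in Fig. 2F, PDGFB, CXCL6, CXCL1, MYL9 and CCR6 had the smallest p-values. The normalized CPM of PDGFB was 7.48 ± 0.267 (SD, n = 4) in I/R+DMSO and 4.57 ± 0.221 (SD, n = 4) in I/R+Rk2, a log2 fold change of -0.71 (standard error 0.0772, adjusted p = 0.00122 from edgeR with Benjamini-Hochberg adjustment). CXCL6 fell from 22.8 ± 2.06 to 14.4 ± 0.434 CPM (SD, n = 4 each), a log2 fold change of -0.66 with an adjusted p-value of 0.00151 in edgeR. In the GENCODE v29 annotation its exons overlap those of the pseudogene PPBPP1 on the same strand, so reads of the 2 could be counted together. For CXCL1 the log2 fold change was -0.35 (adjusted p = 0.00248, edgeR) and for MYL9 it was -0.49 (adjusted p = 0.00448, edgeR). CCR6, whose exons overlap those of Z94721.2 on the same strand, had a log2 fold change of -0.47 (adjusted p = 0.00873, edgeR). In each of these 5 genes the lowest I/R+DMSO library was above the highest I/R+Rk2 library. With each library left out in turn, the log2 fold change stayed between -0.73 and -0.68 for PDGFB and between -0.38 and -0.33 for CXCL1. The changes of CCR6 were no longer past the threshold under limma on FPKM, with either pseudocount or without the filter. TNF was below the count filter, with 7 to 13 counts per library in I/R+DMSO and 0 to 7 in I/R+Rk2 (two-sided exact permutation p = 0.0571). CCL4L2 had a mean of 1.62 counts per library, and its near-identical paralogs make even these reads uncertain.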

It is well recognized that inflammatory responses inflammatory responses contribute significantly to apoptosis induced by IRI.^24^ RNA‐sequencing (RNA‐seq)‐based heatmap analysis clearly showed that treatment with Rk2 markedly inhibited the expression of numerous genes associated with inflammatory responses and cell death in HuH7 cells after OGD/R incubation (Figure 2F and Figure S2C–E). Similarly, Rk2 notably decreased the mRNA levels of pro‐inflammatory genes, including tumor necrosis factor alpha (*Tnfα*), interleukin 1beta (*Il1β*), interleukin 6 (*Il6*), chemokine (CC‐motif), ligand 2 (*Ccl2*), and CXC chemokine ligand 10 (*Cxcl10*) in PHCs following OGD/R (Figure 2G). Additionally, Western blot assay indicated that Rk2 up‐regulated the expression of anti‐apoptotic factor B‐cell leukemia/lymphoma 2 (BCL‐2) in a dose‐dependent manner (Figure 2H,I). 

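RNA-seq was performed on 8 libraries from HuH7 cells, a human hepatoma-derived cell line, in 2 groups of 4. All cells were kept in glucose-free medium at 1% oxygen for 6 h and then under normoxia for 6 h. During reoxygenation the medium held DMSO (I/R+DMSO, n = 4) or Rk2 at 20 µM (I/R+Rk2, n = 4), so the values compare Rk2 with DMSO after OGD/R. Cells without OGD/R, or given Rk2 without OGD/R, were not analysed here. The authors deposited raw read counts for 15767 genes and FPKM values for 19799 genes. According to the paper the reads were processed with HISAT2, SAMtools and StringTie. The paper's text does not name the genome build, the annotation or the tool that counted reads per gene. Library totals ranged from 18428485 to 21447045 counts in I/R+DMSO, with a median of 20300158, and from 16374082 to 30310479 in I/R+Rk2, with a median of 19105560. The lowest rank correlation of the counts between libraries of a group, across genes, was 0.983. The 12928 genes with at least 10 counts in at least 4 libraries, which held 99.96% of the counts, were normalized with edgeR's TMM method and tested with its quasi-likelihood test with Benjamini-Hochberg adjustment. Differentially expressed genes had an adjusted p-value below 0.05 and a fold change above 1.5, the thresholds of Fig. S2D. Over all genes the variation between replicates, a biological coefficient of variation of 17.1%, was larger than counting error. The counts on 22 symbols that had been turned into dates, 0.111% of the total, could not be assigned to a gene. Across genes, which are not independent replicates, the log2 fold change rose with gene length (Spearman's rho = 0.387). A correction for gene length was among the alternative settings chosen before the data were examined.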

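The heatmaps of Fig. 2F and Fig. S2E hold 45 different genes, of which 33 had enough counts to be tested. All 33 had a lower level in I/R+Rk2 than in I/R+DMSO, and 16 of them had an adjusted p-value below 0.05 (edgeR, Benjamini-Hochberg). The other 17 tested genes did not pass that threshold. The remaining 12 genes had means of 0.5 to 9 counts per library. Their mean share of the counts was also lower in I/R+Rk2 in all 12, but the lowest two-sided exact permutation p among them was 0.0571, where the smallest that 4 libraries against 4 allow is 0.0286. A difference in these genes was not detectable at this depth. Among the 19 tested inflammatory genes of Fig. 2F, the log2 fold change lay between -0.98 and -0.35, with a median of -0.50. An adjusted p-value below 0.05 was reached by 11 of them over all genes tested and by 18 when adjusted over the list alone. The study chose the genes of both heatmaps on these libraries, so the second count is not independent evidence. In 14 of the 19 genes the libraries of the groups did not overlap, against 28.2% of all tested genes and 2.86% by chance. Since the study chose the 19 genes on these libraries, a comparison with either share decides nothing. Of the 11 genes, 5 were also past the 1.5-fold threshold. The count of 11 moved most with limma on log2(FPKM + 1) without a filter on low values, to 5 genes. It was 7 genes without I/R+Rk2 replicate 4. From its own data, the paper proposes that Rk2 protects hepatocytes from inflammation and apoptosis induced by OGD/R.

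**Figure D1:**
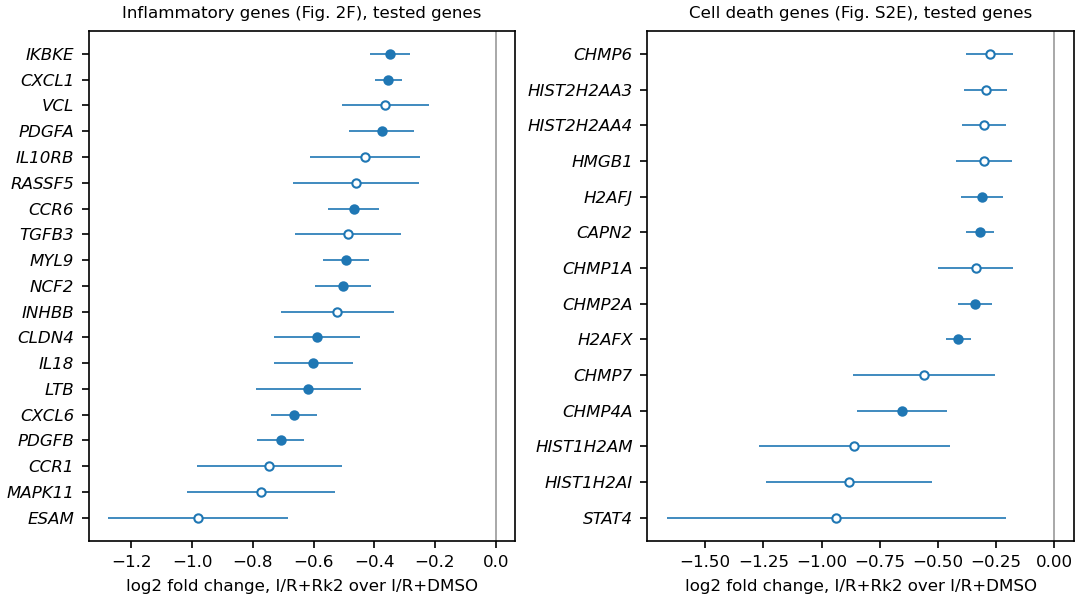
Log2 fold changes (I/R+Rk2 over I/R+DMSO, 4 libraries each) of the tested genes of Fig. 2F and Fig. S2E, with bars for the standard error and filled points for adjusted p-values below 0.05 (edgeR, Benjamini-Hochberg). All points lie below 0, and 16 of the 33 are filled.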

Concurrently, Rk2 down‐regulated the levels of the pro‐apoptotic factor BCL‐2‐associated X protein (BAX) and cleaved‐caspase3 (c‐CASP3) protein levels in both HuH7 cells and PHCs after OGD/R incubation (Figure 2H,I). This data strongly indicate that Rk2 effectively protects hepatocytes from inflammation and apoptosis induced by OGD/R in vitro.

### 2.3 Rk2 protects against hepatic I/R‐induced liver injury in mice

To assess the potential protective effects of Rk2 against hepatic IRI in vivo, mice underwent ligation of hepatic artery and portal vein, or a sham operation, with subsequent administration of low‐dose and high‐dose Rk2 prior to ischemia and at the beginning of reperfusion (Figure 3A). Hepatic IRI resulted in severe liver injury, characterized by dramatic increases in serum levels of alanine aminotransferase and aspartate aminotransferase (AST), extensive hepatocyte necrosis, and the prominent infiltration of CD11b‐positive cells and apoptotic cells in the ischemic area compared to the sham group (Figure 3B–D). However, these detrimental effects were alleviated in a dose‐dependent manner with the Rk2 pretreatment (Figure 3B–D). Additionally, we conducted an in vivo safety evaluation of Rk2 treatments, given the limited data on its effects in living organisms. As illustrated in Figure S3A,B, no adverse effects were observed following three consecutive days of Rk2 administration at a dose of 30 mg/kg (i.p.). The biochemical profiles of the liver, heart, and kidneys in Rk2‐treated mice remained within expected reference values compared to control animals. Histopathological evaluation using hematoxylin and eosin (H&E) staining of lung, heart, liver, spleen, and kidney revealed no significant difference between the Rk2‐treated and control groups (Figure 3C and Figure S3B). Furthermore, RNA‐seq was performed on liver samples from the I/R group and I/R+HRk group. Heatmaps and gene set enrichment analysis (GSEA) enrichment analysis indicated that Rk2 effectively suppressed the expression of numerous genes and multiple pathways associated with the inflammatory response and cell death (Figure 3E and Figure S3C–E).

**FIGURE 3:**
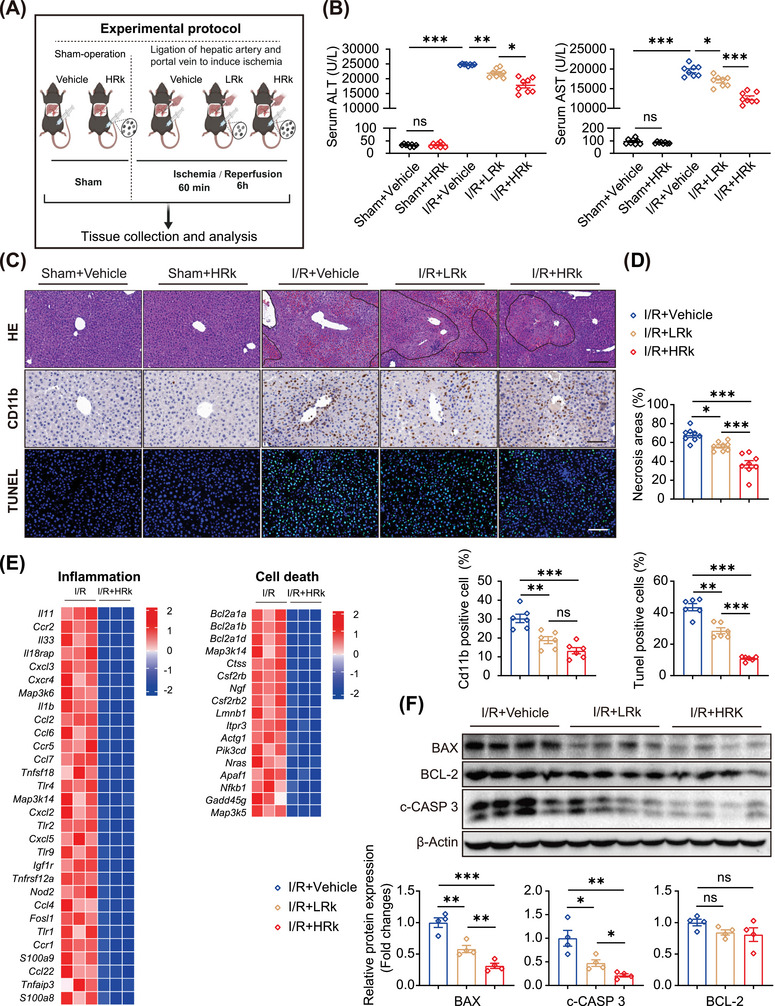
Rk2 protects against hepatic I/R‐induced liver injury in mice. (A) Experimental scheme of pharmacological treatment with Rk2 in mice. (B) Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels, *n* = 8 mice per group. (C and D) Representative images of hematoxylin and eosin (H&E) staining (*n* = 8), immunohistochemistry for CD11b (*n* = 6), and TUNEL (*n* = 6) staining in liver sections from the mice (C) and their statistical charts (D). Values are shown as mean ± SEM. Scale bar = 100 µm. (E) Expression profile of genes related to inflammatory response and apoptosis between I/R group and I/R+HRk group by RNA‐sequencing. Red, up‐regulated; blue, down‐regulated. (F) Western blot (up) and the quantification (down) of protein levels of BCL‐2, BAX, and c‐CASP3 in liver tissue of mice. β‐Actin served as the internal control (*n* = 4). Values are shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant.

Consistent with our in vitro findings, Rk2 administration dose dependently downregulated protein levels of the pro‐apoptotic regulators BAX and c‐CASP3 (Figure 3F). These data suggest that treatment with Rk2 effectively protects against IRI‐induced hepatic inflammation and damage in mice.

### 2.4 Rk2 targets and activates the AKT pathway during hepatic IRI

To elucidate potential molecular mechanisms underlying the beneficial effects of Rk2 against hepatic IRI, we utilized target prediction information derived from the PharmMapper and chEMBL databases (Figure S4A). These databases identified 331 target candidates for Rk2 based on the chemical structure. Additionally, we collected 439 target proteins related to hepatic IRI from the DisGeNET and GeneCards databases. By comparing the predicted targets with hepatic IRI‐related proteins, we identified 60 overlapping genes, which are illustrated in the Venn diagram (Figure S4B). These 60 genes were then imported into the STRING database to construct a protein–protein interaction (PPI) network, comprising 60 protein nodes and 536 interaction edges. Topological analysis revealed the top five core proteins, including AKT1, ALB, CASP3, EGFR, and MMP9, based on their maximum clique centrality values (Figure 4A and Table S5).

**FIGURE 4:**
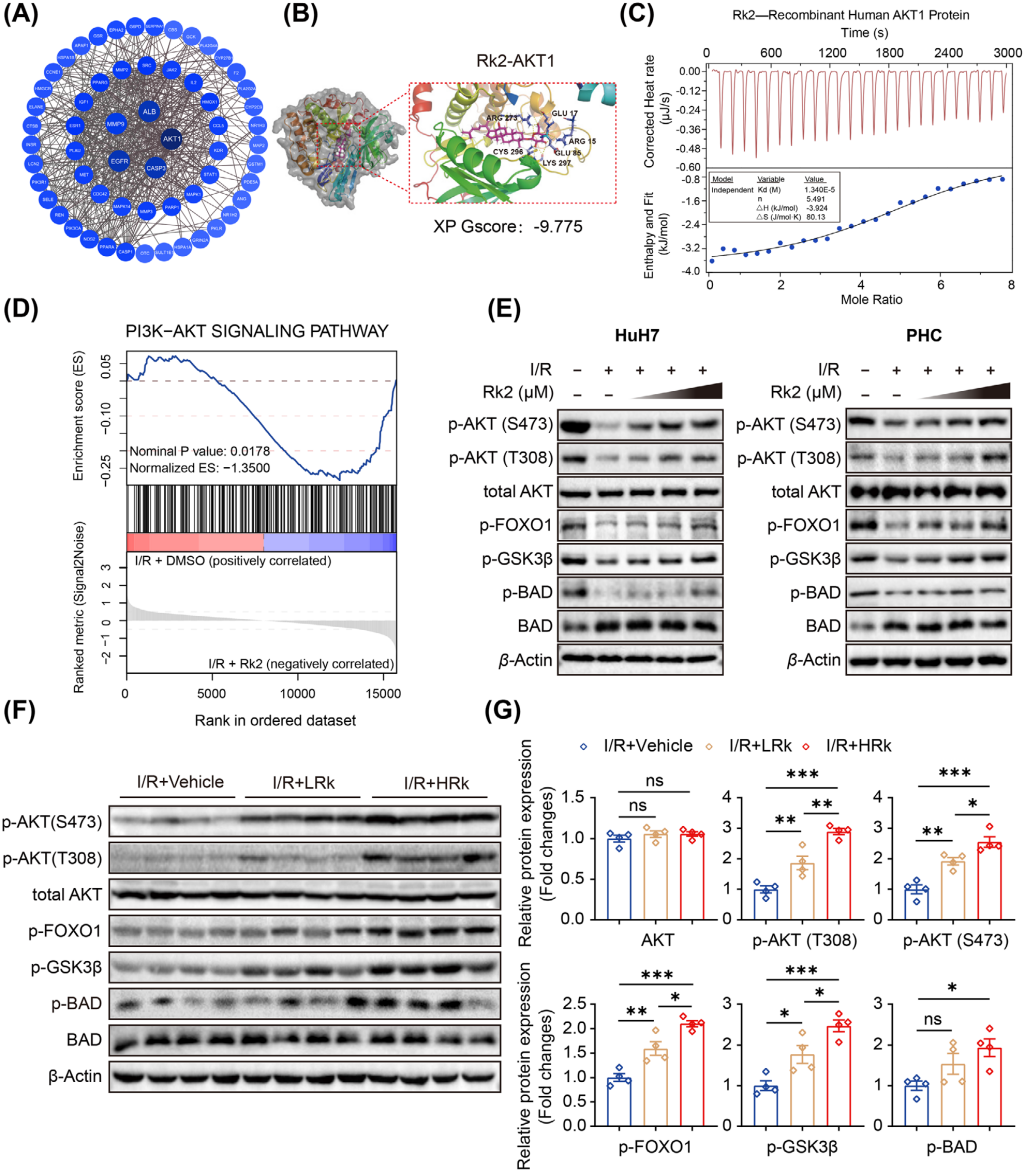
Rk2 targets and activates the AKT pathway during hepatic ischemia–reperfusion injury (IRI). (A) Protein–protein interaction (PPI) network constructed by the STRING database, highlighting the top five targets with the highest scores as key targets. (B) Molecular docking images and results showing the interaction between Rk2 and AKT1. (C) Thermodynamic analysis of the binding of Rk2 to human recombinant AKT1 protein at 25°C on a Nano ITC 200 instrument. (D) Gene set enrichment analysis (GSEA) results of activated PI3K‐AKT signaling pathway in HuH7 cells subjected to oxygen‐glucose deprivation and reperfusion (OGD/R) incubation and treatment with or without Rk2 (20 µM). (E) Protein expression of p‐AKT (T308 and Ser473), total AKT, p‐FOXO1, p‐GSK3β, p‐BAD, and BAD in HuH7 cells and primary hepatocytes (PHCs) under OGD/R incubation after treatment with various concentrations of Rk2 (5 µM, 10 µM, and 20 µM). β‐Actin serves as the internal control. The experiments were repeated independently three times with similar results. (F) Western blot and (G) their quantification of protein levels, including p‐AKT (T308 and S473), total AKT, p‐FOXO1, p‐GSK3β, p‐BAD, and BAD in liver tissue of mice. Values are shown as mean ± SEM (*n* = 4). *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant. STRING, Search Tool for the Retrieval of Interacting Genes/Proteins; HIRI, hepatic ischemia/reperfusion‐injury.

To further investigate the binding affinity between Rk2 and these top proteins, the molecular docking analysis was conducted. A favorable and stable ligand‐receptor interaction is indicated by an XP Gscore below −6 and an MM‐GBSA dG Bind energy below −30 kcal/mol. The docking results revealed that Rk2 formed hydrogen bonds with residues Arg15, Glu17, Glu85, Arg273, Cys296, and Lys297 in AKT1, exhibiting the lowest XP Gscore (−9.775) and higher MM‐GBSA dG Bind energy (−26.35), compared to other predicted proteins (Figure 4B, Figure S4C,D, and Table S6). Additionally, thermodynamic analysis using isothermal titration calorimetry (ITC) confirmed that Rk2 directly binds to human recombinant AKT1 protein, with an exothermic reaction and moderate binding forces (Figure 4C). These data suggest that Rk2 likely targets AKT1 and exerts protective effects against hepatic IRI.

Clinical and experimental studies have indicated that manipulation and activating the AKT pathway can reduce hepatic damage during IRI.^25^, ^26^ Of note, the GSEA of transcriptome data from HuH7 cells indicated that Rk2 treatment resulted in the activation of the PI3K‐AKT signaling pathway in the context of OGD/R conditions (Figures 4C and S5A,B). Moreover, Rk2 has been shown to modulate a multitude of pathways and genes associated with the AKT1 signaling cascade, including the PI3K‐AKT signaling pathway, NF‐kappa B signaling pathway, and apoptosis pathway in murine models of hepatic IRI (Figures S3E and S5C). 

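The PI3K-AKT pathway was scored with a list of 358 genes compiled by hand, because KEGG's own gene set was not used here. Of these, 258 were among the 14435 genes with an FPKM above 0 in at least 4 libraries. Ranked by the signal-to-noise ratio of FPKM in fgsea, the list had a normalized enrichment score of 1.36 towards I/R+Rk2 (p = 0.0128 from 10000 gene permutations, 0.0319 after Benjamini-Hochberg adjustment over 5 lists). The median log2 fold change of its 230 tested genes was 0.03, with 33 genes higher and 14 lower at an adjusted p-value below 0.05 in edgeR. With the ranking taken from edgeR after the gene length correction, the score was 1.14 (permutation p = 0.171), and with the signal-to-noise ratio of log2(FPKM + 1) it was also 1.14 (permutation p = 0.176). Ranked by edgeR without that correction it was 1.39 (permutation p = 0.0135), and among genes with a mean FPKM of at least 0.5 it was 1.48 (permutation p = 0.00259). It stayed between 1.29 and 1.50 when each library was left out in turn. Among tests that allow for correlation between genes, fry asks only whether the list's genes changed, and gave p = 0.00497. That p does not measure enrichment over other genes. Camera, which compares the list with other genes, gave p = 0.176 with a preset correlation and 0.273 with an estimated correlation. AKT1 itself had 54.9 ± 4.25 CPM in I/R+DMSO and 51.2 ± 2.49 CPM in I/R+Rk2 (SD, n = 4 each), a log2 fold change of -0.10 with an adjusted p-value of 0.327 in edgeR. Among 14 tested genes of PI3K-AKT signaling, AKT substrates and BAX, 2 had an adjusted p-value below 0.05 in edgeR. These were RICTOR at a log2 fold change of 0.72 and PIK3CA at 0.40, named after their values were seen, and neither stayed past the threshold after the gene length correction.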

To gain further insight into the molecular mechanisms of Rk2, the effect of Rk2 treatment on the AKT pathway during hepatic IRI was investigated. Western blot analysis showed that Rk2 treatment dose dependently increased the phosphorylation levels of AKT at Thr308 and Ser473 in HuH7 cells and PHCs after OGD/R. This activation subsequently led to the activation of downstream target proteins, including FOXO1, glycogen synthase kinase 3 beta (GSK3β), and BCL2‐associated agonist of cell death (BAD) in vitro (Figure 4E). Moreover, Rk2 administration in mice promoted the dose‐dependent activation of AKT phosphorylation and its downstream signaling pathways in the liver, as evidenced by increased levels of phosphorylated AKT (p‐AKT) at both Thr308 and Ser473, as well as phosphorylated FOXO1, GSK3β, and BAD in the context of hepatic IRI (Figure 4F,G).

### 2.5 Inhibition of PI3K/AKT signaling reverses the protective effects of Rk2 in hepatocytes

To investigate the role of AKT activation for the protective effects of Rk2 against hepatic IRI, LY294002 (LY), a PI3K/AKT signaling inhibitor was used to treat HuH7 cells and PHCs before OGD/R in the presence or absence of Rk2. The results demonstrated that the pre‐treatment of LY effectively inhibited the levels of p‐AKT at Thr308 and Ser473, as well as the activation of AKT substrate proteins, such as FOXO1, GSK3β, and BAD. Consequently, LY up‐regulated the expression of pro‐apoptotic proteins (BAX and c‐CASP3) in both HuH7 cells and PHCs following OGD/R, compared to the I/R group. Importantly, when HuH7 cells and PHCs were pretreated with LY294002, treatment with Rk2 at a concentration of 20 µM failed to activate AKT and its downstream target proteins (Figure 5A). Furthermore, LY pre‐treatment led to a decrease in cell viability in both HuH7 cells and PHCs after reperfusion, reversing the increased cell viability observed with Rk2 treatment (Figure 5B). Similarly, LY also abolished the anti‐inflammatory and anti‐apoptotic effects of Rk2 in HuH7 cells and PHCs subjected to OGD/R (Figure 5C–F). These results indicate that inhibition of AKT signaling negates the protective effects of Rk2 against hepatic IRI in vitro.

**FIGURE 5:**
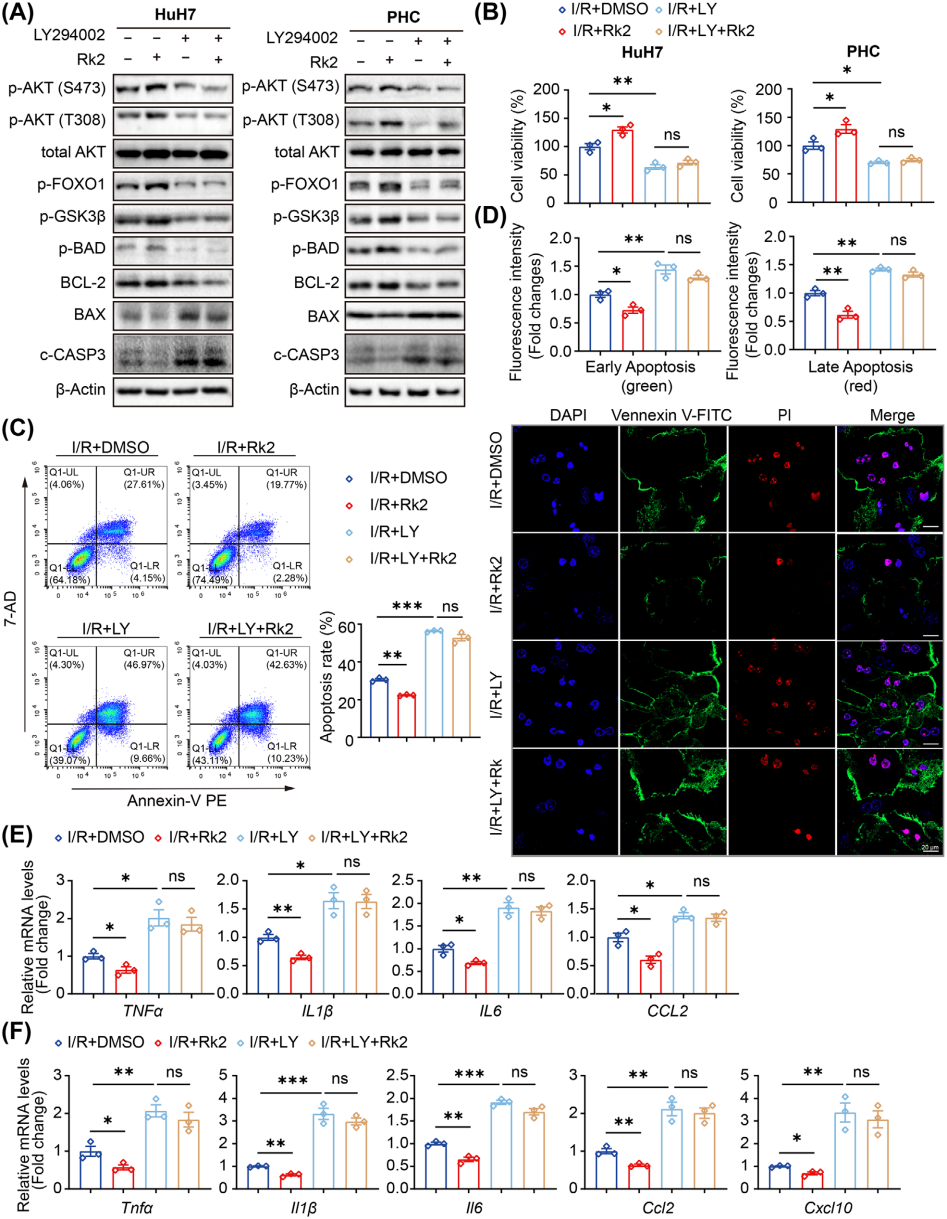
Inhibition of PI3K‐AKT signaling reverses the protective effects of Rk2 in hepatocytes. (A) Western blot analysis of protein levels, including p‐AKT, total AKT, p‐FOXO1, p‐GSK3β, p‐BAD, BCL‐2, BAX, and c‐CASP 3 in HuH7 cells and PHCs subjected to oxygen‐glucose deprivation and reperfusion (OGD/R) incubation after treatment with Rk2 (20 µM) in the presence or absence of LY294002 (30 µM). Bands are representative of three separate experiments. (B) Cell viability of HuH7 cells and primary hepatocytes (PHCs) subjected to OGD/R incubation after treatment with Rk2 (20 µM) in the presence or absence of LY294002 (30 µM). Values are shown as the mean ± SEM of three replicates. (C) Flow cytometric analysis of apoptosis of HuH7 cells with OGD/R incubation by staining with annexin V‐PE and 7‐AD after treatments with Rk2 (20 µM) in the presence or absence of LY294002 (30 µM). (D) Representative fluorescence microscopy images (down) of annexin V‐FITC/PI staining and quantitative results (up) of early and late apoptosis based on the fluorescence intensity of green and red in PHCs following OGD/R incubation and treatments with Rk2 (20 µM) in the presence or absence of LY294002 (30 µM). Scale bar = 20 µm. (**E**) qPCR analysis of *TNFα*, *IL1β*, *IL6*, and *CCL2* in HuH7 cells. (**F**) qPCR analysis of *Tnfa*, *Il1b*, *Il6*, *Ccl2*, and *Cxcl10* in PHCs. Data are shown as the mean ± SEM of three replicates. *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant.

### 2.6 Endogenous AKT1 interruption abolishes the beneficial role of Rk2 in hepatocytes

The AKT kinase family comprises three highly homologous isoforms: AKT1, AKT2, and AKT3, with AKT1 being primarily essential for cell survival.^27^ In this study, we constructed cell lines with stable knockdown of *AKT1* in HuH7 and AML12 cells using RNA interference to further assess the pharmacological role of Rk2 in vitro during hepatic IRI. Consistent with the effects of pharmacological AKT inhibition, the knockdown of endogenous AKT1 in HuH7 cells and AML12 cells resulted in reduced AKT1 protein levels and inhibited downstream signaling pathways, which was evidenced by decreased levels of p‐AKT, phosphorylated FOXO1 (p‐FOXO1), phosphorylated GSK3β (p‐GSK3β), and phosphorylated BAD (p‐BAD), alongside increased levels of BAX and c‐CASP3 (Figure 6A). These alterations ultimately led to decreased cell viability, exacerbated inflammation responses, and increased apoptosis (Figure 6B–E). In contrast, treatment with Rk2 significantly enhanced cell viability and inhibited inflammation responses and hepatic apoptosis by activating the AKT pathway and its downstream signaling molecules, compared with the shCtrl group (Figure 6B–E). Notably, the beneficial effects of Rk2 treatment during IRI were diminished when AKT1 was knocked down in hepatocytes, showing similar outcomes between the sh*AKT1* and sh*AKT1*+Rk2 groups. These data suggest that the protective effects of Rk2 were largely attenuated in HuH7 and AML12 cells after the knockdown of endogenous AKT1.

**FIGURE 6:**
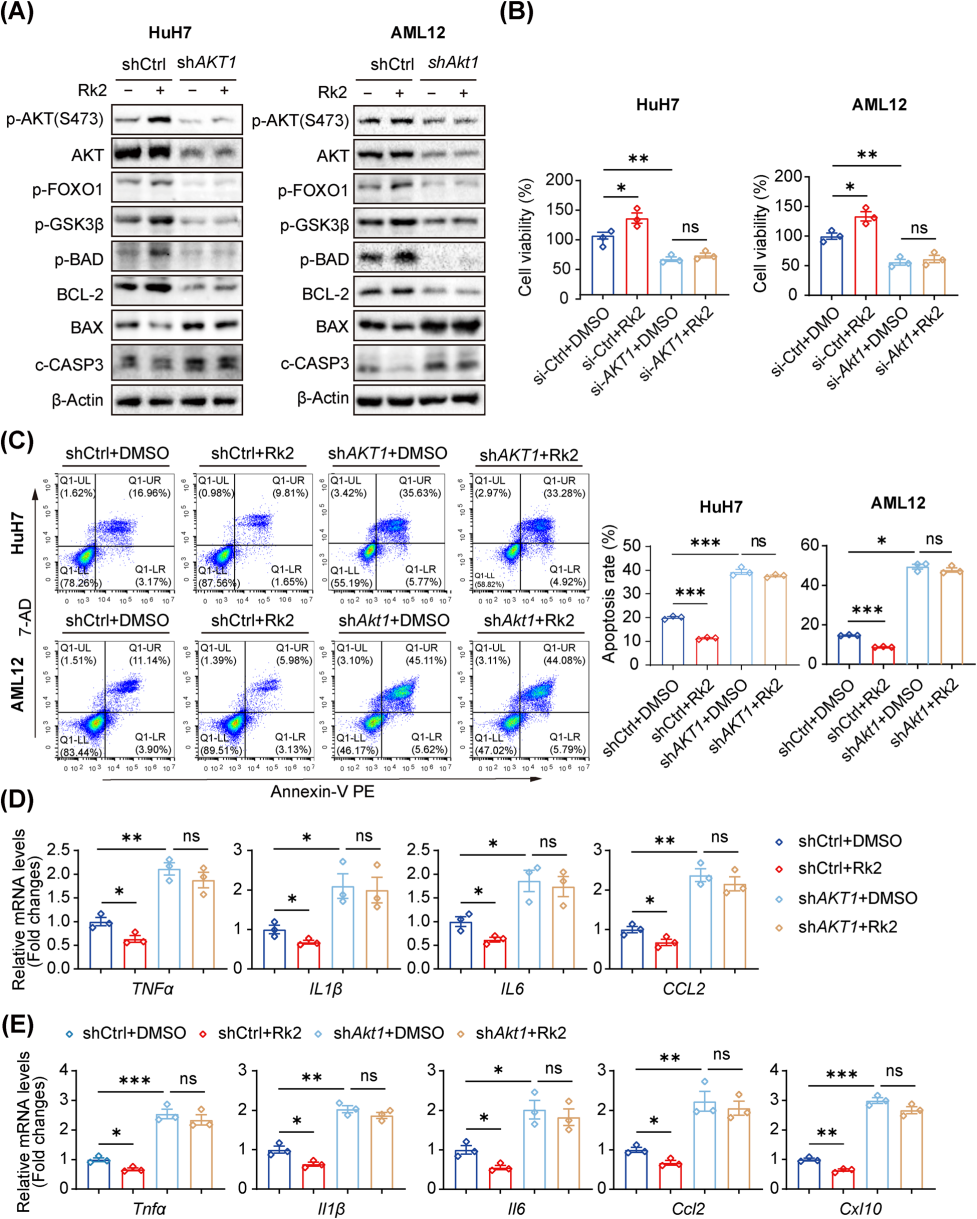
Endogenous AKT1 interruption abolishes the beneficial role of Rk2 in hepatocytes. (A) Protein expression of p‐AKT, total AKT, p‐FOXO1, p‐GSK3β, p‐BAD, BCL‐2, BAX, and c‐CASP 3 in HuH7 and AML12 cells with endogenous AKT1 knockdown after oxygen‐glucose deprivation and reperfusion (OGD/R) incubation and treatment with Rk2 (20 µM). (B) Cell viability of HuH7 and AML12 cells with endogenous AKT1 knockdown after OGD/R incubation and treatment with Rk2 (20 µM). (C) Flow cytometric analysis of apoptosis in HuH7 and AML12 cells with endogenous AKT1 knockdown, assessed by staining with annexin V‐PE and 7‐AD after OGD/R incubation and treatments with Rk2 (20 µM). (D) qPCR analysis of *TNFα*, *IL1β*, *IL6*, and *CCL2* in HuH7 cells with endogenous *AKT1* knockdown. (E) qPCR analysis of *Tnfa*, *Il1b*, *Il6*, *Ccl2*, and *Cxcl10* in AML12 cells with endogenous *Akt1* knockdown. Data are shown as the mean ± SEM of three replicates. *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant.

### 2.7 Pharmacological inhibition of Akt signaling diminishes the protective role of Rk2 in hepatic IRI in mice

To verify the protective role of activated AKT signaling by Rk2 in mice with hepatic IRI, LY294002 was administered intraperitoneally to mice before ischemia and at the beginning of reperfusion (Figure 7A). LY administration exacerbated hepatic IRI in mice, as indicated by elevated serum transaminase levels, increased necrotic areas, severer infiltration of CD11b‐positive cells, and higher number of apoptotic cells in the ischemic area compared with vehicle treatment (Figure 7B,C and Figure S6). Treatment with Rk2 effectively alleviated hepatic IRI in mice. However, co‐administration of LY and Rk2 diminished the hepatoprotective effects of Rk2, resulting in phenotypes similar to those observed in LY alone (Figure 7B,C and Figure S6).

**FIGURE 7:**
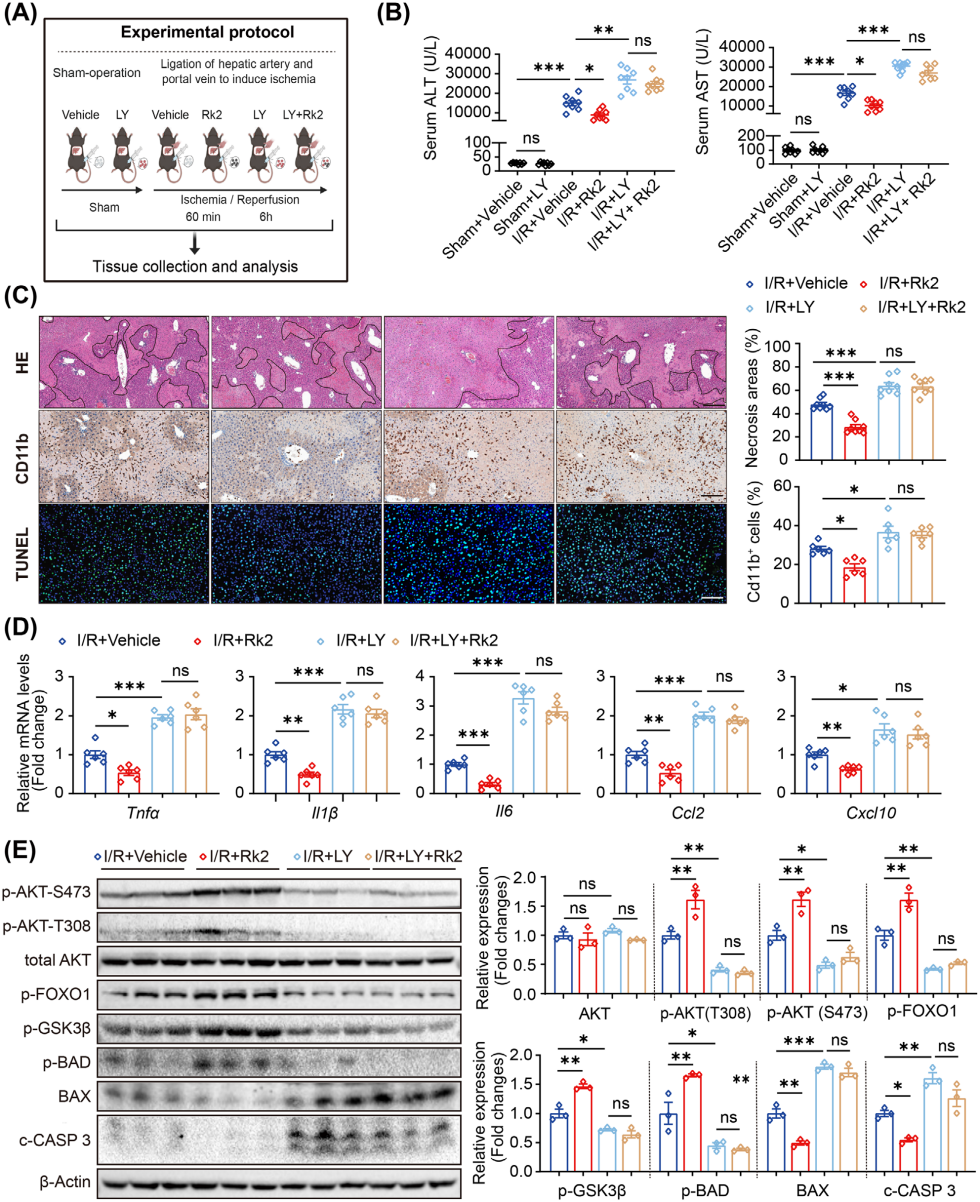
Pharmacological inhibition of Akt signaling diminishes the protective role of Rk2 in hepatic ischemia–reperfusion injury (IRI) **in mice**. (A) Scheme of the rescue experiment in mice. (B) Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels of mice (*n* = 8 mice per group). (C) Representative images of hematoxylin and eosin (H&E) staining (*n* = 8), immunohistochemistry for CD11b (*n* = 6) and TUNEL (*n* = 6) in liver sections of mice (left, scale bar = 100 µm), and their statistical charts (right). (D) The mRNA levels of *Tnfa*, *Il1b*, *Il6*, *Ccl2*, and *Cxcl10* of liver tissue in mice, *n* = 6. (E) Western blot analysis (left) and the quantification (right) of protein levels of p‐AKT, total AKT, p‐FOXO1, p‐GSK3β, p‐BAD, BAX, and c‐CASP3 in liver tissue of mice. Values are shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant. LY, LY294002.

Furthermore, LY treatment intensified hepatic inflammatory responses, as evidenced by increased mRNA levels of pro‐inflammatory genes, such as *Tnfa, Il1β, Il6, Ccl2*, and *Cxcl10*, and compromised the anti‐inflammatory effects of ginsenoside Rk2 in vivo (Figure 7D). Additionally, LY treatment led to decreased AKT phosphorylation and subsequent activation of downstream effector proteins, resulting in an increase in pro‐apoptotic protein expression and a decrease in anti‐apoptotic protein expression, effectively neutralizing the benefits of Rk2 (Figure 7E). Consequently, Rk2 failed to exhibit hepatic protective effects in the liver when the AKT signaling pathway was inhibited by LY. These results indicate that pharmacological inhibition of AKT signaling significantly diminishes the protective effects of Rk2 against hepatic IRI in mice.

### 2.8 Rk2 facilitates AKT activation by enhancing its translocation from the cytoplasm to the plasma membrane

To better understand the molecular mechanism by which Rk2 activates AKT signaling, we first examined the expression of AKT upstream mediators following Rk2 treatment under I/R conditions (Figure 8A). Notably, Rk2 did not affect the activation of upstream kinases, such as PI3K and 3‐phosphoinositide‐dependent protein kinase 1 (PDPK1), nor did it impact the phosphatase and tensin homolog (PTEN), which negatively regulates the AKT signaling pathway (Figure S7A–C). Additionally, the knockdown of *RICTOR*, a critical subunit of mammalian target of rapamycin complex 2 (mTORC2) that phosphorylates AKT at Ser473, did not significantly impair the function of Rk2 on AKT activation (Figure S7D,E).

**FIGURE 8:**
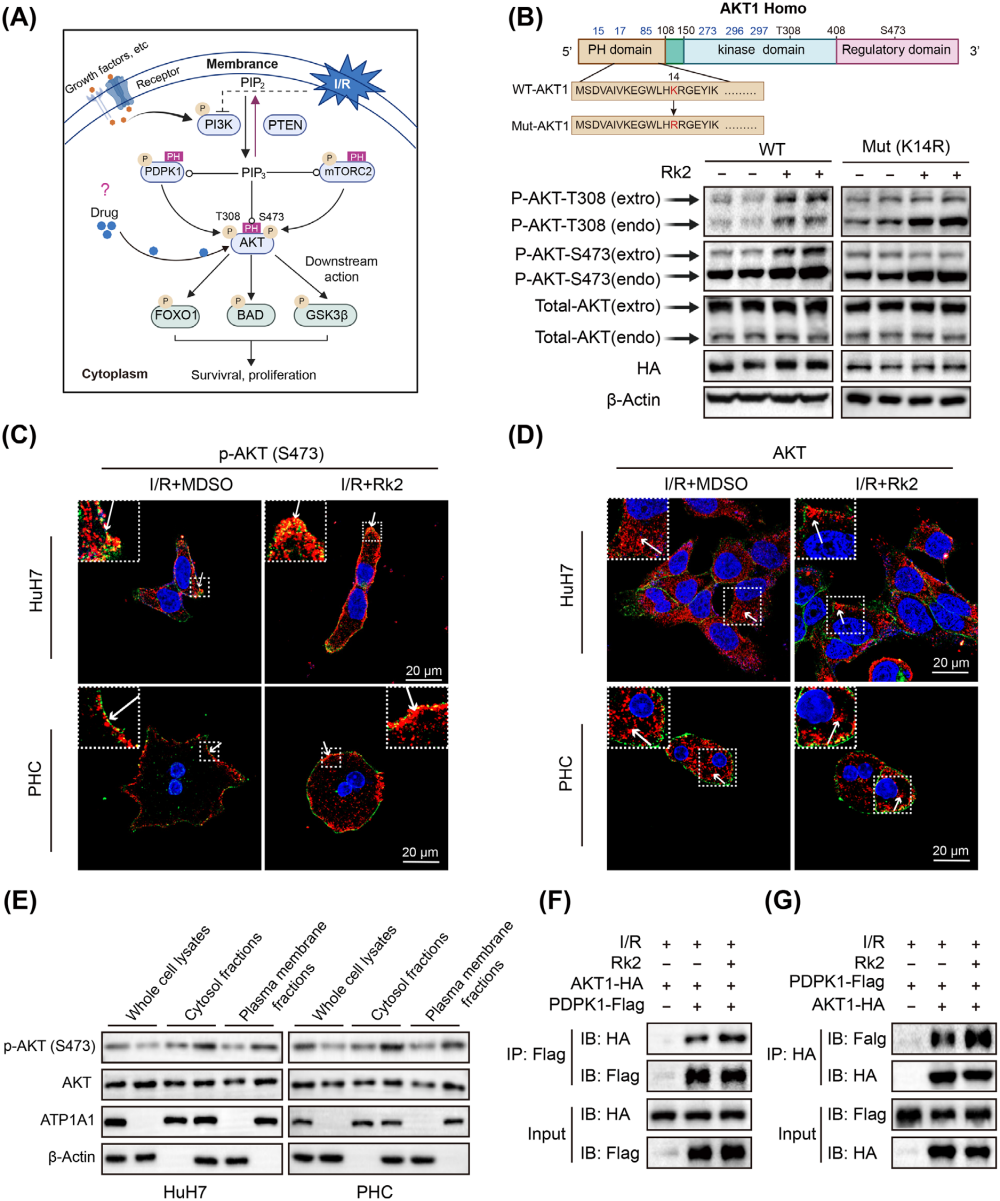
Rk2 facilitates AKT activation by enhancing its translocation from the cytoplasm to the plasma membrane. (A) Schematic illustration of canonical mechanisms of AKT activation. (B) Schematic domain structure of the human AKT1 protein and a mutant variant of its PH domain (up), and western blot analysis (down) of protein levels of endogenous and exogenous p‐AKT (Thr308 and Ser473) in two types of cell lines stably expressing exogenous wild cherry HA‐tagged AKT1 and cherry HA‐tagged AKT (K14R) mutant after oxygen‐glucose deprivation and reperfusion (OGD/R) incubation and treatment with Rk2 (20 µM). The amino acid position labeled in blue are Rk2 binding sites. (C) Representative fluorescence microscopy images of expression and subcellular localization of endogenous p‐AKT (Ser473) in primary hepatocytes (PHCs) and HuH7 cells after OGD/R incubation and treatment with Rk2 (20 µM). (D) Representative fluorescence microscopy images of expression and subcellular localization of endogenous AKT in PHCs and HuH7 cells after OGD/R incubation and treatment with Rk2 (20 µM). (E) The protein expression of p‐AKT (Ser473) and total AKT in whole cell lysates, cytosol fractions, and plasma membrane fractions in HuH7 cells (left)/PHCs (right) after OGD/R incubation and treatment with Rk2 (20 µM). β‐Actin and ATP1A1 were used as internal controls for cytoplasmic proteins and membrane proteins, respectively. Bands are representative of three separate experiments. (F) Co‐immunoprecipitation of HA‐tagged AKT1 and Flag‐tagged PDPK1 detected by western blot using anti‐Flag antibodies. Vectors expressing HA‐tagged AKT1 or Flag‐tagged PDPK1 were transiently co‐expressed in HuH7 cells with OGD/R incubation and treatment with Rk2 (20 µM). (G) Co‐immunoprecipitation of HA‐tagged AKT1 and Flag‐tagged PDPK1 detected by western blot using anti‐HA antibodies. Vectors expressing HA‐tagged AKT1 or Flag‐tagged PDPK1 were transiently co‐expressed in HuH7 cells with OGD/R incubation and treatment with Rk2 (20 µM).

Beyond regulating upstream components, the translocation of AKT from the cytoplasm to the plasma membrane, mediated by phosphatidylinositol (3,4,5) trisphosphate (PIP_3_), is a crucial step for AKT activation.^28^ To investigate whether Rk2 facilitates this membrane translocation of AKT during IRI, we generated two types of HuH7 cell lines: one expressing exogenous wild‐type cherry‐HA‐tagged AKT1 and the other expressing cherry‐HA‐tagged AKT (K14R) mutant that lacks the PIP_3_ binding capability.^29^ After subjecting these cell lines to OGD and Rk2 treatment, we observed that Rk2 enhanced the phosphorylation of both endogenous and exogenous AKT1 at Thr308 and Ser473 in the wild‐type cells by binding to the pleckstrin homology (PH) and kinase domains of AKT1 (Figure 8B). However, Rk2 failed to activate the mutant AKT (K14R), despite the increased phosphorylation of endogenous AKT1 being observed in the mutant cell lines (Figure 8B). Consistent with these results, Rk2 treatment resulted in a greater presence of wild‐type AKT1 near the plasma membrane, while the AKT (K14R) mutant predominantly remained in the cytoplasm after Rk2 incubation (Figure S7F). Additionally, Rk2 increased the expression of phosphorylated AKT (Ser473) in both PHCs and wild‐type HuH7 cells after OGD/R, with most of the elevated phosphorylated AKT (Ser473) localized at plasma membrane (Figure 8C and Figure S7G,H). Rk2 also upregulated the expression of phosphorylated AKT (Ser473) at plasma membrane in HuH7 cells upon insulin stimulation (Figure S7I). These results indicated that the activation of AKT by Rk2 is dependent on PIP_3_‐mediated membrane recruitment and Rk2 probably modulates the membrane translocation of AKT1. To further explore the relationship between Rk2‐mediated AKT activation and membrane translocation, we conducted a comprehensive examination of AKT and phosphorylated AKT (Ser473) levels in whole‐cell lysates, cytosol, and plasma membrane fractions. Immunofluorescence and western blot assays demonstrated an increased level of AKT1 at the plasma membrane and within the plasma membrane fraction in both PHCs and HuH7 cells, compared to the vehicle group (Figure 8D,E, Figures S7J,K and S8). Moreover, co‐immunoprecipitation assays indicated that Rk2 enhanced the interaction between AKT1 and its upstream target, PDPK1, primarily due to the increased presence of AKT1 at the plasma membrane (Figure 8F,G). These findings suggest that Rk2 directly binds to AKT1 at both the PH and the kinase domains and facilitates its translocation from the cytoplasm to plasma membrane for further activation under I/R conditions.

## 3 DISCUSSION

Hepatic IRI is a significant concern in hemorrhagic shock, hepatic resection, and liver transplantation, as it can adversely affect clinical outcomes and graft survival.^1^, ^2^ Consequently, it is an urgent need to investigate potential therapeutic interventions that can mitigate hepatic IRI and enhance patient outcomes. In recent years, extensive evidence and clinical data have emerged indicating that *Panax ginseng*, *Panax notoginseng*, and their active constituents, known as ginsenosides, have been extensively studied for their efficacy in treating myocardial IRI and cerebral IRI.^30^, ^31^, ^32^, ^33^ Despite the promising findings related to ginsenosides in other contexts, there is a notable lack of research specifically exploring their potential in the treatment of hepatic IRI. In this study, we identified an RG, designated Rk2, as a potential protective agent for hepatic IRI through multiple screening assays. Our data indicated that Rk2 pretreatment effectively attenuated the hepatic damage and apoptosis induced by IRI. In addition to Rk2, several other RGs, such as ginsenoside Rg5, notoginsenoside Fc, Fd, and R4, demonstrated superior potential against hepatic IRI in vitro compared to primary ginsenosides, particularly in terms of their anti‐inflammatory effects. The enhanced pharmacological effects of RGs may be attributable to differences in their chemical structures, including variations in the number of sugar molecules, sugar linkages, and the localization of double‐bond positions.^18^ It is hypothesized that the enhanced biological activity of Rk2 may be attributed to its unique chemical structure, which comprises a sugar molecule and a double bond at positions C‐20 and C‐21.

Hepatic IRI encompasses a series of complex events, including inflammatory responses and apoptosis, which significantly contribute to hepatocyte damage and liver injury.^34^, ^35^ Consequently, targeting signaling pathways associated with inflammation and apoptosis has emerged as a promising therapeutic strategy to mitigate hepatic IRI and improve cell function and survival. In recent decades, numerous clinical and experimental studies have highlighted the role of the serine/threonine kinase AKT as a crucial target in IRI.^25^, ^26^ AKT regulates multiple downstream mediators that influence cellular survival, death, and proliferation, including FOXO transcription factors, GSK3β, and BAD.^36^, ^37^, ^38^ Activation of the AKT pathway through ischemic preconditioning, postconditioning, or pharmacological agents has been shown to alleviate hepatic IRI in both clinical and experimental settings.^25^, ^38^, ^39^, ^40^ In this study, we demonstrated that Rk2 effectively reduced hepatic inflammation and apoptosis during hepatic IRI by modulating the activation of AKT1, which indicates that Rk2 influences the AKT1 signaling pathway, ameliorating inflammatory responses and apoptosis in the liver.

The activation of AKT1 follows a well‐defined canonical pathway. In its inactive form, AKT1 is translocated from the cytoplasm to the plasma membrane in a PIP_3_‐dependent manner. This translocation is subsequently followed by the phosphorylation of two critical residues: Thr308 in the catalytic domain and Ser473 in the C‐terminal hydrophobic motif. While, phosphorylation at Thr308 partially activates AKT signaling, it is necessary for initiating this process, full activation requires subsequent phosphorylation at Ser473.^41^ Multiple upstream components, including PI3K, PDPK1, mTORC2, and PTEN, play essential roles in initiating and regulating this pathway.^28^, ^42^, ^43^ The Class I PI3K family generates PIP_3_ from PI(4,5)P_2_ at the plasma membrane, facilitating the recruitment of AKT1, PDPK1, and mTORC2 through the binding of their PH domains, which induces conformational changes.^28^, ^44^ This recruitment allows for the phosphorylation of AKT1's activation loop (Ser473) and hydrophobic motif (Thr308) by PDK1 and mTORC2, respectively, at the plasma membrane. Concurrently, the phosphatase PTEN can terminate the activating signal by dephosphorylating PIP_3_, reverting it back to PI(4,5)P_2_.^28^, ^42^ Conversely, in the absence of PIP_3_ or mutations in the PH domain, AKT undergoes a rapid dephosphorylation as a consequence of an autoinhibitory process driven by the interaction between its PH and kinase domains.^44^ Notably, our findings indicate that Rk2 activates AKT1 primarily through PIP_3_ recruitment and subsequent membrane relocalization, without significantly impacting the functional activation of upstream components. Moreover, Rk2 directly binds to AKT1 at both the PH and kinase domains, facilitating its intracellular trafficking with conformational changes. This process leads to increased levels of AKT1 at the plasma membrane upon PIP_3_ stimulation. Resultantly, Rk2 further enhances the interaction between AKT1 and PDPK1, thereby facilitating the initiation of AKT1 phosphorylation at Thr308 and subsequent full phosphorylation at Ser473, which ultimately activates AKT1 and its downstream effects under I/R conditions. This functional activation may be predominantly attributed to conformational changes induced by Rk2 binding, promoting the membrane recruitment with disruption of the inhibitory PH–kinase interface.^44^, ^45^

In addition to the PIP_3_‐dependent activation, there are reports of allosteric activation of cytosolic AKT through chemical agents that bypass the need for membrane relocalization.^29^ For instance, SC79, a specific AKT activator, has been shown to induce cytosolic activation of AKT independent of PIP_3_‐mediated membrane translocation, exerting protective effects in hepatic IRI.^29^, ^39^ Our findings suggest that Rk2 may serve as an alternative AKT activator that modulates the AKT1 relocalization without directly influencing upstream kinases and regulators. Other ginsenosides, such as Rb1, Rg5, and compound K, have also been reported to alleviate ischemia–reperfusion injury in myocardial and intestinal tissues through the activation of AKT signaling.^46^, ^47^, ^48^, ^49^ These effects probably stem from the structured biological activity of ginsenosides.

In recent years, several pharmacological agents targeting the AKT pathway have been investigated as potential treatments for hepatic IRI.^17^, ^39^ However, many of these studies have not clearly elucidated the specific targets and mechanisms involved in the AKT pathway. Our study aims to explore the exact mechanism underlying the protective benefits of Rk2 in hepatic IRI. Moreover, Rk2 has demonstrated the anti‐inflammatory, anti‐apoptotic, and anti‐oxidative properties in various conditions, such as ulcerative colitis^21^ and alcoholic liver disease,^19^ by regulating the ERK/MEK pathway and NLRP inflammasome pathways. Our findings contribute to the growing body of pharmacological research on Rk2 and its potential role in treating hepatic IRI. In this study, we employed an in vitro approach to screen and identify ginsenosides with potential therapeutic effects on hepatic IRI. However, this methodology has inherent limitations, including potential selection bias in the evaluation indicators and the specific hepatocyte I/R models utilized. Consequently, the potential benefits of Rk2 may have been underestimated, particularly beyond its anti‐inflammatory and anti‐apoptotic effects. Given the likelihood that Rk2 possesses a diverse range of biologically active properties, further investigation into its comprehensive therapeutic potential is warranted. Additionally, technical challenges related to the labeling or modification of Rk2 for direct identification of protein targets constrain our findings. Considering the complexity of potential targets and associated mechanisms, further research is essential to elucidate the underlying mechanisms of action and molecular targets of Rk2.

In summary, our data provide compelling evidence that ginsenoside Rk2 exerts protective effects against hepatic IRI through promoting the activation of AKT signaling. By directly binding to AKT1 and facilitating its membrane translocation, Rk2 effectively mitigates hepatic inflammation and apoptosis. These findings illuminate the protective potential of ginsenoside Rk2 and enhance our understanding of the underlying mechanisms involved in hepatic IRI.

## 4 MATERIALS AND METHODS

### 4.1 Cell culture, primary hepatocyte isolation, and hepatocyte I/R modeling

The human hepatoma‐derived cell line HuH7, murine hepatocyte cell line AML12, and human embryonic kidney 293T cell line (HEK293T) were obtained from the Type Culture Collection of the Chinese Academy of Sciences (Beijing, China). PHCs were isolated from male mice aged 6–8 weeks, as previously described.^50^ To induce the IRI model in vitro, PHCs, HuH7, and AML12 cells were subjected to hypoxia (1% oxygen) in glucose‐free DMEM (Gibco) for 6 h, followed by culture under normoxic conditions for an additional 6 h.

### 4.2 Animals and treatments

Male mice (8–10 weeks old) with a C57BL/6 background were utilized for in vivo study. The mice were maintained in a specific pathogen‐free (SPF) facility under a controlled 12‐h light/dark cycle with access to chow and water ad libitum. A 75% hepatic warm IRI model was induced in the mice, as previously described.^51^ The in vivo animal experiments conducted in this study consisted of two parts: pharmacodynamic experiments and rescue experiments. Detailed information is presented in the Supporting Information.

### 4.3 qPCR, RNA‐seq, and data processing

Total RNA was extracted for cDNA synthesis using a HiScript III RT SuperMix for qPCR Kit (Vazyme) for qPCR analysis. Gene‐specific primers used were synthesized by Beijing Tsingke Biotech Co., Ltd., and their sequences are listed in Table S3. For the RNA‐seq assay, 250 ng of total RNA extracted from each liver sample and HuH7 cells were utilized to construct the cDNA library using an MGIEasy RNA Library Prep Kit (MGI Tech Co., Ltd.), followed by sequencing on a BGISEQ‐500 platform (MGI Tech Co.). See Supporting Information for detailed information on RNA‐seq.

### 4.4 Western blot and co‐immunoprecipitation assay

Liver samples and cultured cells were lysed to extract the total protein using RIPA lysis buffer supplemented with protease inhibitor cocktail (04693132001; Roche) and phosphatase inhibitors (4906845001; Roche). The extraction of membrane and cytosol proteins was conducted using the Membrane and Cytosol Protein Extraction Kit (P0033; Beyotime) in accordance with the manufacturer's instructions. The β‐actin served as an internal control. The specific primary antibodies used in the experiment are detailed in Table S4. For immunoprecipitation assays, HuH7 cells were co‐transfected with the designated plasmid for 24 h, followed by OGD incubation and Rk2 treatment.

### 4.5 Isothermal titration calorimetry assay

Calorimetric measurements of the interaction between Rk2 and human recombinant AKT1 were conducted using a Nano ITC calorimeter (TA Instruments). The standard NanoAnalyze software package (version 3.5.0) was utilized to process the data obtained from the ITC assay. Detailed information is presented in the Supporting Information.

### 4.6 Data analysis

Statistical analysis of all data in this study was conducted using SPSS statistical software (version 22.0, SPSS Inc.). For comparisons between two groups, the Student's *t*‐test or a nonparametric test was employed, while multiple‐group data comparisons were analyzed using one‐way analysis of variance followed by Bonferroni's multiple comparisons test. A *p*‐value of <0.05 was considered statistically significant.

## AUTHOR CONTRIBUTIONS

**Hong Shen**: Methodology; validation; investigation; data curation; writing—original draft preparation. **Jiajun Fu**: Methodology; investigation; data curation. **Jiayue Liu**: Methodology; investigation; data curation; resources. **Toujun Zou**: Methodology; validation. **Kun Wang**: Validation; data curation. **Xiao‐Jing Zhang**: Methodology; supervision; conceptualization. **Jian‐Bo Wan**: Conceptualization; supervision; writing—reviewing and editing; funding acquisition. All authors read and approved the final manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## ETHICS STATEMENT

The animal study protocols were approved by the Animal Care and Use Committee of Renmin Hospital of Wuhan University (Approval No.: WDRM20221009A, Wuhan, China).

## Supporting information

Supporting Information

## Data Availability

The raw RNA‐seq data of this study are available in the Gene Expression Omnibus (GEO) database (GSE284059 and GSE284060). All data generated or analyzed during this study are available upon reasonable request from the corresponding author.

# Supplementary material for: Ginsenoside Rk2 alleviates hepatic ischemia/reperfusion injury by enhancing AKT membrane translocation and activation
**Source:** MedComm (2020). 2025 Jan 14;6(1):e70047. doi: 10.1002/mco2.70047
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary** **Materials**

**Ginsenoside Rk2 alleviates** **hepatic** **ischemia reperfusion-injury by enhancing AKT membrane translocation and activation**

Hong Shen^1^, Jiajun Fu^2^, Jiayue Liu^1^, Toujun Zou^3^, Kun Wang^2^, Xiao-Jing Zhang^2,4,^*, Jian-Bo Wan^1,^*

***Correspondences:**

Room 6034, Building N22, Institute of Chinese Medical Sciences,

**Prof. Xiao-jing Zhang**

**Table of Contents**  Pages

1. Supporting Information Text S1-S6

2. Supporting Tables (Table S1- Table S6) S7-S10

3. Supporting Figures (Figure S1- Figure S8) S11-S17

**Supporting** **Information Text**

**1. Chemicals and reagents**

Ginsenosides (**Table S1**) with purities exceeding 98% were obtained from Baoji Herbest Bio-Tech Co., Ltd. (Baoji, China) and Chengdu Alfa Biotechnology Co., Ltd. (Chengdu, China) for the screening test. LY294002 (CAS No. 154447-36-6), an inhibitor of phosphoinositide 3-Kinase and serine/threonine kinase AKT, was purchased from Shanghai Yuanye Biotechnology Co., Ltd. (Shanghai, China). Cremophor Oil (C5135) was sourced from Sigma-Aldrich (St. Louis, MO, USA).

**2. Cell culture and treatments**

PHCs, HuH7, and HEK293T cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS, Gibco), while AML12 cells were cultured in DMEM/Ham’s F12 (Gibco) with 10% FBS, dexamethasone insulin, selenium, and transferrin. All cell cultures were maintained in a humidified atmosphere of 5% CO_2_ at 37 ^o^C. PHCs and HuH7 cells were treated with DMEM containing DMSO or ginsenosides for 6h after hypoxic incubations (during the reoxygenation period). LY294002, dissolved in DMSO, was administered to PHCs and HuH7 cells for 18 hours prior to OGD/R.

**3. Cell viability and cell apoptosis assay**

Cell viability was assessed using the Cell Counting Kit-8 (CCK-8) assay (Bimake, Houston, TX, USA). The cell apoptosis assay was conducted using an Annexin V-FITC/PI Apoptosis Detection Kit (Yeasen, Shanghai, China) for PHCs and Annexin V-PE/7-AAD Apoptosis Detection Kit (Vazyme, Nanjing, China) for HuH7 and AML12 cells, in accordance with the manufacturer's instructions. Stained PHCs, HuH7 and AML12 cells were detected and analyzed using a confocal laser scanning microscopy (Zeiss, Germany) and a CytoFLEX flow cytometer (Beckman Coulter, IN, USA), respectively.

**4. Luciferase assays**

The dual luciferase reporter assay system (Promega Corporation, Madison, WI, USA) was employed to measure the luciferase activity of both TNF and IL-6. Briefly, the pGMLR-TK plasmid was co-transfected with TNFα- and IL6-promoter luciferase reporter plasmids in HuH7 cells using Lipofectamine^TM^ 2000 reagent. Following treatments and I/R incubation, HuH7 cells were harvested and lysed to sequentially measure the luciferase activities of Firefly and Renilla.

**5. Mouse hepatic IRI modeling and treatments**

A 75% hepatic warm IRI model was induced in the mice for evalution . After anesthetization with sodium pentobarbital, a midline laparotomy was performed to expose the liver. The left and middle portal vein branches were clamped using an atraumatic microvascular clamp for 1 h to induce hepatic ischemia, followed by the 6 h of reperfusion for. Sham-operated mice underwent the same surgical procedure without vascular occlusion to serve as controls. Successful modeling of I/R was indicated by significant liver injury, evidenced by elevated serum levels of ALT and AST, along with the presence of hepatic necrosis.

The *in vivo* animal experiments conducted in this study consisted of two parts: pharmacodynamic experiments and rescue experiments. For pharmacodynamic experiments, mice were randomly assigned to five groups after a week of acclimatization, *i.e.*, sham group (sham, *n* = 10), sham plus Rk2 treatment group (sham+Rk2, 30 mg/kg, *n* = 10), I/R group (*n* = 12), I/R plus Rk2 treatment groups (I/R+LRk and I/R+HRk; 10 mg/kg and 30 mg/kg, *n* = 12 per group). For the rescue experiments, mice were randomly assigned into 6 groups, *i.e.*, sham group (*n* = 10), sham plus LY294002 group (sham+LY; 35 mg/kg, *n* = 10), I/R group (*n* = 12), I/R plus LY294002 treatment group (I/R+LY; 35 mg/kg, *n* = 12), I/R plus Rk2 treatment group (I/R+Rk; 30 mg/kg, *n* = 12)), I/R plus LY294002 and Rk2 group (I/R+LY+Rk; 35 mg/kg and 30 mg/kg respectively, *n* = 12). The mice in the I/R groups were underwent hepatic IRI, while those in other groups were subjected to sham operation. Mice from the sham and I/R alone group received intraperitoneal injections of a vehicle solution composed of 5% dimethyl sulfoxide, 10% castor oil, and saline. In contrast, the Rk2-treated and LY294002-treated groups received intraperitoneal injections of Rk2 and LY294002, respectively, both of which were dissolved in the vehicle solution. These injections were administered two days prior to the surgery and at the initiation of perfusion. Upon completion of the reperfusion period, the surviving mice were immediately euthanized using sodium pentobarbital to collect blood and liver tissues. During the pharmacodynamic experiments, one mouse, two mice, and one mouse died in the I/R, I/R+LRk, and I/R+HRk groups, respectively. In the rescue experiments, one mouse, one mouse, two mice, and one mouse died in the I/R, I/R+LY, I/R+Rk, and I/R+LY+Rk groups, respectively. Serum ALT and AST levels were assessed to evaluate the liver injury using an ADVIA 2400 Chemistry System Analyzer (Siemens, NY, USA) following the manufacturer's protocols. Partial liver tissue specimens were preserved in a 10% neutral formalin fix solution for histological assessments. The remaining liver tissue samples were rapidly frozen in liquid nitrogen for the examination of protein and gene expressions.

**6. Plasmid construction, cell transfection and stable cell line construction**

Human TNFα- and IL6-promoter luciferase reporter plasmids, as well as pGMLR-TK luciferase reporter plasmids were acquired from Yeasen Biotechnology Co., Ltd. (Shanghai, China). The full-length human AKT1 and PDPK1 genes were amplified from human cDNA and cloned into the PHAGE vector. Additionally, a human AKT1 mutant plasmid (where lysine 14 was mutated to arginine) was constructed by reversing the expansion of the full-length plasmid. Knockdown sequences (**Table S2**) for human AKT1 and mouse Akt1 were designed and incorporated into the PLKO.1-HIV-based lentiviral vectors. All plasmid DNA sequences were verified by sequencing performed by Tsingke (Beijing, China). Cells were transfected with the designated plasmids using a Lipofectamine^TM^ 2000 reagent and harvested 24 h after transfection for further analysis. Stable cell lines exhibiting overexpression of wild-type human AKT1 and the AKT (K14R) mutant, as well as knockdown of AKT1, RICTOR, and Akt1 expression in HuH7 and AML12 cells, were generated by infection with packaged lentiviruses that produced in HEK293T cells by transfection the target genes plasmids along with packaging plasmids psPAX2 and pMD2.G. Following infection, the cells were treated with puromycin to select for stable cell lines of HuH7 and AML12, respectively.

**7. Immunofluorescence and histology staining**

Following OGD/R incubation and treatment with Rk2, the PHCs and HuH7 cells were fixed, permeabilized, and blocked, followed by incubation overnight at 4 °C with primary antibodies, including anti-HA, anti-Akt, anti-ATP1A1, and anti-phospho-Akt (Ser473). Afterward, the cells were incubated in the dark for 1 h with the corresponding secondary antibody. Following DAPI staining, the expression and subcellular localization of phospho-Akt and exogenous HA-tagged AKT1 were observed using a confocal laser scanning microscopy (Zeiss).

For the visual assessment of pathological changes in the ischemia-reperfused area of the mouse livers, paraffin-embedded liver sections (5 µm thick) were subjected to dewaxing, rehydration, and staining with H&E. Additionally, H&E staining was performed on lungs, liver, spleen, and kidneys for histopathological safety evaluation of Rk2 treatments in mice. Immunohistochemistry staining was conducted to analyze CD11b^+^ macrophage infiltration in the ischemia-reperfused area of the mouse livers. Briefly, after antigen retrieval and blocking, liver sections were incubated overnight at 4 ^o^C with a rabbit anti-CD11b^+^ primary antibody (1:4000 dilution; Boster, Wuhan, China), followed by incubation with anti-rabbit immunoglobulin and diaminobenzidine staining according to the instructions provided in Rabbit Two-step Detection Kit (ZSGB-BIO, Beijing, China). To visualize hepatocyte apoptosis induced by IRI, terminal deoxynucleotidyl transferase deoxyuridine triphosphate nick end labeling (TUNEL) staining was performed following the manufacturer’s instructions (Servicebio, Wuhan, China). Images were quantitatively analyzed using Image J^®^ software.

**8. qPCR, RNA-seq and data processing**

qPCR was performed with ChamQ SYBR qPCR Master Mix (Q311-03, Vazyme) on a LightCycler 480 Instrument (Roche, Switzerland). The mRNA expression values were normalized to β-actin. For the RNA-seq assay, 250 ng of total RNA extracted from each liver sample and HuH7 cells were utilized to perform RNA-seq. To analyze the raw sequencing data, HISAT2 (version 2.21), SAMtools (version 1.4), and StringTie (version 1.3.3b) were employed. The differential gene expression was analyzed using the DESeq2 package, while the KEGG pathway and GSEA enrichment analysis were conducted using the R package “clusterProfiler” to assess the variation in pathway activity under different conditions. Gene sets with *P* values of < 0.05 and false discovery rate (FDR) values of < 0.25 were defined as statistical significance.

**9. Western blot and co-immunoprecipitation assay**

Western blot assays were conducted on both liver samples and cultured cells. Following the processes of lysation and denaturation, the protein-SDS mixture was separated electrophoretically on 10-15% SDS-PAGE gels and subsequently transferred to PVDF membranes (Millipore). These membranes were blocked with 5 % BSA for 60 min at room temperature and then incubated overnight at 4 ^o^C with appropriate primary antibodies, followed by incubation with the corresponding secondary antibodies for 1 h at room temperature. Images were captured and analyzed using a ChemiDoc MP Imaging System (Bio-Rad, Hercules, CA, USA).

For immunoprecipitation (IP) assays, HuH7 cells were lysed with an ice-cold IP buffer supplemented with a protease inhibitor cocktail after OGD incubation and Rk2 treatment. After preparing the whole cell lysate as the input control, the remaining lysate was incubated with protein A/G agarose beads (Roche) along with the corresponding antibody (anti-Flag or anti-HA) in rotation for 6 h at 4 ^o^C. The beads were then thoroughly washed and boiled in 2× SDS loading buffer at 95 °C for 10 min. Western blot analysis was conducted as previously above.

**10.** **Network pharmacology analysis**

For the network pharmacology analysis of the pharmacological effects of ginsenosides, all target genes associated with their pharmacological activities, both *in vitro* and *in vivo*, were retrieved from the Comparative Toxicogenomics Database. Enrichment analysis, including disease annotation of the Disease Gene Network, Gene Ontology, and KEGG pathways, were performed using the tools provided by Metascape (https://metascape.org).

To identify Rk2 targets in the treatment of hepatic IRI, target information for Rk2 was obtained from the PharmMapper and chEMBL databases based on the chemical structure data. Meanwhile, disease targets related to hepatic IRI were collected from the DisGeNET and GeneCards databases. Venn analysis was performed to identify overlap between the predicted gene/protein targets of Rk2 and disease targets associated to hepatic IRI using an online tool (<http://bioinformatics.psb.ugent.be/> webtools/Venn/) for visualization. Subsequently, a protein-protein interaction (PPI) network was constructed using the STRING database. The resulting data were visualized and analyzed by using Cytoscape 3.10 and its analysis plugin, cytoHubba. Topological analysis based on maximum clique centrality values was employed to identify core genes.

**11. Literature reviews of studies on the treatment of IRIs with ginsenosides** **and their derivatives**

MEDLINE (PubMed) and Web of Science databases were searched to identify articles published between January 2000 and January 2024 using the MeSH terms and the free text terms including "reperfusion injury," "ginsenoside," "notoginsenoside," "gypenoside," "ginseng," " Panax ginseng," "Panax notoginseng," and "notoginseng." Duplicate studies, review articles, case reports, conference abstracts or posters were excluded, with 42 studies being included for data analysis. Following the extraction of data regarding the pharmacological treatment of IRIs, a preliminary analysis of the current status of ginsenosides and their derivatives in the treatment of IRIs was conducted using bibliometric methods.

**12. Molecular docking**

Molecular docking studies were carried out using the Glide module of Schrodinger software (Schrödinger Release, 2021). The two-dimensional (2D) structure of ginsenoside Rk2, obtained from the PubChem database, was imported into the software and converted into a three-dimensional (3D) structure for docking analysis. Crystal structures of human AKT1 (PDB code: 6S9W), CASP3 (PDB code: 5IBP), EGFR (PDB code: 8A27), ALB (PDB code: 6YG9), and MMP9 (PDB code: 4XCT) were retrieved from the RCSB Protein Data Bank (RCSB PDB) and prepared for docking by adding hydrogen atoms and assigning charges using the Protein Preparation Wizard module. To facilitate the docking process, optimal binding sites of the proteins were predicted and enclosed within appropriate boxes using Schrodinger's SiteMap and Receptor Grid Generation module. These boxes defined the active pockets for molecular docking between the ligand and receptor. The docking procedure was then performed using the Glide module. Binding affinity was evaluated by calculating the molecular mechanics generalized Born surface area (MM/GBSA) and the XP Gscore. To visualize the binding sites and interactions between the ligand and receptor, images were generated using PyMOL, illustrating the nature of these interactions.

**13.** **Isothermal Titration Calorimetry (ITC) assay**

Human recombinant AKT1 was prepared as a His-tagged fusion protein. The coding sequence of AKT1 was cloned into a pET28a vector and transformed into *Escherichia coli* BL21 star (DE3) cells, followed by induction with isopropyl β-d-thiogalactopyranoside (IPTG). The His-tagged AKT1 fusion protein was then purified using a single-step affinity chromatography. Calorimetric measurements of the interaction between Rk2 and human recombinant AKT1 were conducted at 25°C using a Nano ITC calorimeter (TA Instruments, New Castle, DE, USA). Solutions of Rk2 and human recombinant AKT1 protein were prepared in PBS buffer containing 10 % DMSO at the specified concentration. A water-to-water titration was performed prior to each experiment to ensure measurement accuracy. Initially, the sample cell was filled with a vehicle solution and titrated with 1 mM Rk2 solution to establish a background titration. Subsequently, 50 μL of the Rk2 solution from the syringe was incrementally injected into the sample cell, which contained a dissolved protein solution at a concentration of 0.024 mM. The stirring rate of the paddle was set at 350 rpm, and the time interval between injections was empirically set at 120 s, allowing sufficient time for the signal to return to the baseline. The standard NanoAnalyze software package (version 3.5.0) was utilized to process the data obtained from the ITC assay.

**Supporting Tables**

**Table S1.**Ginsenosides for screening of potentially effective agents for Hepatic IRI

| **No.** | **Compounds** | **CAS NO.** | **M.F.** | **Natural abundance** |
| --- | --- | --- | --- | --- |
| **1** | 20(S)-Protopanaxadiol (PPD) | 30636-90-9 | C_30_H_52_O_3_ | Rare |
| **2** | [(20S)-Protopanaxatriol](https://pubchem.ncbi.nlm.nih.gov/compound/11468733) (PPT) | [34080-08-5](https://pubchem.ncbi.nlm.nih.gov/compound/11468733) | C_30_H_52_O_4_ | Rare |
| **3** | Ginsenoside F1 | 53963-43-2 | C_36_H_62_O_9_ | Rare |
| **4** | Ginsenoside Ra1 | 83459-41-0 | C_58_H_98_O_26_ | Rare |
| **5** | Ginsenoside Rc | 11021-14-0 | [C_53_H_90_O_22_](https://pubchem.ncbi.nlm.nih.gov/#query=C53H90O22) | Macro |
| **6** | Ginsenoside Re | 51542-56-4 | C_48_H_82_O_18_ | Macro |
| **7** | Ginsenoside Rf | 52286-58-5 | C_42_H_72_O_14_ | Rare |
| **8** | Ginsenoside Rg1 | [22427-39-0](https://pubchem.ncbi.nlm.nih.gov/compound/441923) | [C_42_H_72_O_14_](https://pubchem.ncbi.nlm.nih.gov/#query=C42H72O14) | Macro |
| **9** | Ginsenoside Rg3 | 14197-60-5 | C_42_H_72_O_13_ | Rare |
| **10** | Ginsenoside Rg5 | 186763-78-0 | C_42_H_70_O_12_ | Rare |
| **11** | Ginsenoside Rh2 | [78214-33-2](https://pubchem.ncbi.nlm.nih.gov/compound/119307) | C_36_H_62_O_8_ | Rare |
| **12** | Ginsenoside Rh3 | 105558-26-7 | C_36_H_60_O_7_ | Rare |
| **13** | Ginsenoside Rk1 | 494753-69-4 | C_42_H_70_O_12_ | Rare |
| **14** | Ginsenoside Rk2 | 364779-14-6 | C_36_H_60_O_7_ | Rare |
| **15** | Notoginsenoside Fc | 88122-52-5 | C_58_H_98_O_26_ | Rare |
| **16** | Notoginsenoside Fd | 80321-63-7 | C_47_H_80_O_17_ | Rare |
| **17** | Notoginsenoside Fe | 88105-29-7 | C_47_H_80_O_17_ | Rare |
| **18** | Notoginsenoside Fp2 | 1004988-75-3 | C_58_H_98_O_26_ | Rare |
| **19** | Notoginsenoside R1 | 80418-24-2 | C_47_H_80_O_18_ | Rare |
| **20** | Notoginsenoside R4 | 87741-77-3 | C_59_H_100_O_27_ | Rare |
| **21** | Notoginsenoside S | 575446-95-6 | [C_63_H_106_O_30_](https://pubchem.ncbi.nlm.nih.gov/#query=C63H106O30) | Rare |
| **22** | Gypenoside Ⅸ | 80321-63-7 | C_47_H_80_O_17_ | Rare |
| **23** | Gypenoside XIII | 80325-22-0 | C_41_H_70_O_12_ | Rare |
| **24** | Gypenoside XVII | 80321-69-3 | C_48_H_82_O_18_ | Rare |

**Table S2.** shRNA sequences for the targeted genes used in this study

| **Knockdown constructs** | **Species** | **Target sequences (5'→ 3')** |
| --- | --- | --- |
| sh*AKT1* | Human | GGACTACCTGCACTCGGAGAA |
| sh*Akt1* | Mouse | TCTGAGACTGACACCAGGTAT |
| sh*RICTOR* | Human | CGGAGGTTCATACAAGAATTA |
| shCtrl | - | CAACAAGATGAAGAGCACCAA |

**Table S3.** Sequences of primers for quantitative real-time PCR

| **Genes** | **Species** | **Forward primer** (5'→ 3') | **Reverse primer**(5'→ 3') |
| --- | --- | --- | --- |
| *β-ACTIN* | Human | CATGTACGTTGCTATCCAGGC | CTCCTTAATGTCACGCACGAT |
| *TNFA* | Human | GAGGCCAAGCCCTGGTATG | CGGGCCGATTGATCTCAGC |
| *IL1B* | Human | AGCTACGAATCTCCGACCAC | CGTTATCCCATGTGTCGAAGAA |
| *IL6* | Human | ACTCACCTCTTCAGAACGAATTG | CCATCTTTGGAAGGTTCAGGTTG |
| *CCL2* | Human | ATAGCAGCCACCTTCATTCCC | CAGCTTCTTTGGGACACTTGC |
| *CXCL10* | Human | GTGGCATTCAAGGAGTACCTC | TGATGGCCTTCGATTCTGGATT |
| *RICTOR* | Human | GCTAGGTGCATTGACATACAACA | AGTGCTAGTTCACAGATAATGGC |
| *β-Actin* | Mouse | GTGACGTTGACATCCGTAAAGA | GCCGGACTCATCGTACTCC |
| *Tnfα* | Mouse | CATCTTCTCAAAATTCGAGTGACAA | TGGGAGTAGACAAGGTACAACCC |
| *Il1b* | Mouse | CCGTGGACCTTCCAGGATGA | GGGAACGTCACACACCAGCA |
| *IL6* | Mouse | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| *Ccl2* | Mouse | TACAAGAGGATCACCAGCAGC | ACCTTAGGGCAGATGCAGTT |
| *Cxcl10* | Mouse | ATGACGGGCCAGTGAGAATG | ATGATCTCAACACGTGGGCA |

**Table S4.** Primary and secondary antibodies used in immunoblot and immunofluorescence analysis

| **Primary antibody** | **MW(kDa)** | **Cat. NO.** | **Source** | **Dilution** | **Company** |
| --- | --- | --- | --- | --- | --- |
| Phospho-PI3K p85 (Tyr458)/p55(Tyr199) | 85 | 4228 | Rabbit | 1:1000 | Cell Signaling Technology |
| PI3K p85 | 60,85 | 4292 | Rabbit | 1:1000 | Cell Signaling Technology |
| phospho-PDPK1(Ser241) | 68 | sc-32960 | Rabbit | 1:200 | Santa Cruz Biotechnology |
| PDK1 | 68 | sc-17766 | Rabbit | 1:200 | Santa Cruz Biotechnology |
| PTEN | 54 | 9559 | Rabbit | 1:1000 | Cell Signaling Technology |
| phospho-AKT (Thr308) | 60 | 13038 | Rabbit | 1:1000 | Cell Signaling Technology |
| phospho-AKT(Ser473) | 60 | 4060 | Rabbit | 1:1000 | Cell Signaling Technology |
| AKT (pan) | 60 | 4691 | Rabbit | 1:1000 | Cell Signaling Technology |
| phospho-AKT(Ser473) monoclonal antibody | 60 | 66444-1-Ig | mouse | IF:1:300 | Proteintech |
| AKT (pan) monoclonal antibody | 60 | 60203-2-Ig | mouse | IF:1:400 | Proteintech |
| ATP1A1 | 100 | 14418-1-AP | Rabbit | IF:1:400; WB:1:2000 | Proteintech |
| phospho-FOXO1(Ser241) | 82 | 9461 | Rabbit | 1:1000 | Cell Signaling Technology |
| Phospho-GSK3β (Ser9) | 46 | 9323 | Rabbit | 1:1000 | Cell Signaling Technology |
| phospho-BAD (Ser136) | 23 | 4366 | Rabbit | 1:1000 | Cell Signaling Technology |
| BAD | 23 | 9292 | Rabbit | 1:1000 | Cell Signaling Technology |
| BAX | 20 | 2772 | Rabbit | 1:1000 | Cell Signaling Technology |
| BCL-2 | 26 | 4223 | Rabbit | 1:1000 | Cell Signaling Technology |
| cleaved CASP3 (Asp175) | 17,19 | 9664 | Rabbit | 1:1000 | Cell Signaling Technology |
| β-Actin | 42 | 81115-1-RR | Rabbit | 1:5000 | Proteintech |
| HA tag | 1 | 66006-2-Ig | Mouse | IF: 1:400; WB:1:5000 | Proteintech |
| HA tag | 1 | 51064-2-AP | Rabbit | 1:5000 | Proteintech |
| Flag tag | 1 | 66008-4-Ig | Mouse | 1:5000 | Proteintech |
| Flag tag | 1 | 20543-1-AP | Rabbit | 1:5000 | Proteintech |

**Table S5.** Top 5 core proteins in network string interactions ranked by MCC method.

| **Rank** | **Node Name** | **MCC** | **Degree** | **MNC** | **EPC** | **BottleNeck** | **EcCentricity** | **Closeness** | **Radiality** | **Betweenness** | **Stress** | **Clustering coefficient** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | AKT1 | 2.3518E+11 | 45 | 45 | 24.53 | 40 | 0.5 | 52 | 2.83 | 311.37 | 1808 | 0.42 |
| 2 | CASP3 | 2.3518E+11 | 40 | 40 | 24.37 | 1 | 0.5 | 49.5 | 2.75 | 178.5 | 1216 | 0.49 |
| 3 | EGFR | 2.3498E+11 | 35 | 35 | 24.07 | 3 | 0.3 | 46.7 | 2.63 | 124.26 | 826 | 0.54 |
| 4 | ALB | 2.3465E+11 | 45 | 45 | 24.73 | 6 | 0.5 | 52 | 2.83 | 344.06 | 1884 | 0.4 |
| 5 | MMP9 | 2.3465E+11 | 34 | 34 | 23.03 | 1 | 0.5 | 46.5 | 2.64 | 92.47 | 818 | 0.58 |

**Table S6.** Results of molecular docking of Rk2 with predicted targets in this study.

| **Compound** | **Target** | **PDB ID** | **XP Gscore** | **MM-GBSA dG Bind(kcal/mol)** |
| --- | --- | --- | --- | --- |
| Rk2 | AKT1 | 6S9W | -9.775 | -26.35 |
|  | CASP3 | 5IBP | -2.831 | -24.88 |
|  | EGFR | 8A27 | -3.586 | -40.92 |
|  | ALB | 6YG9 | -2.433 | -20.56 |
|  | MMP9 | 4XCT | -4.613 | -2.17 |

**Supplementary Figures**

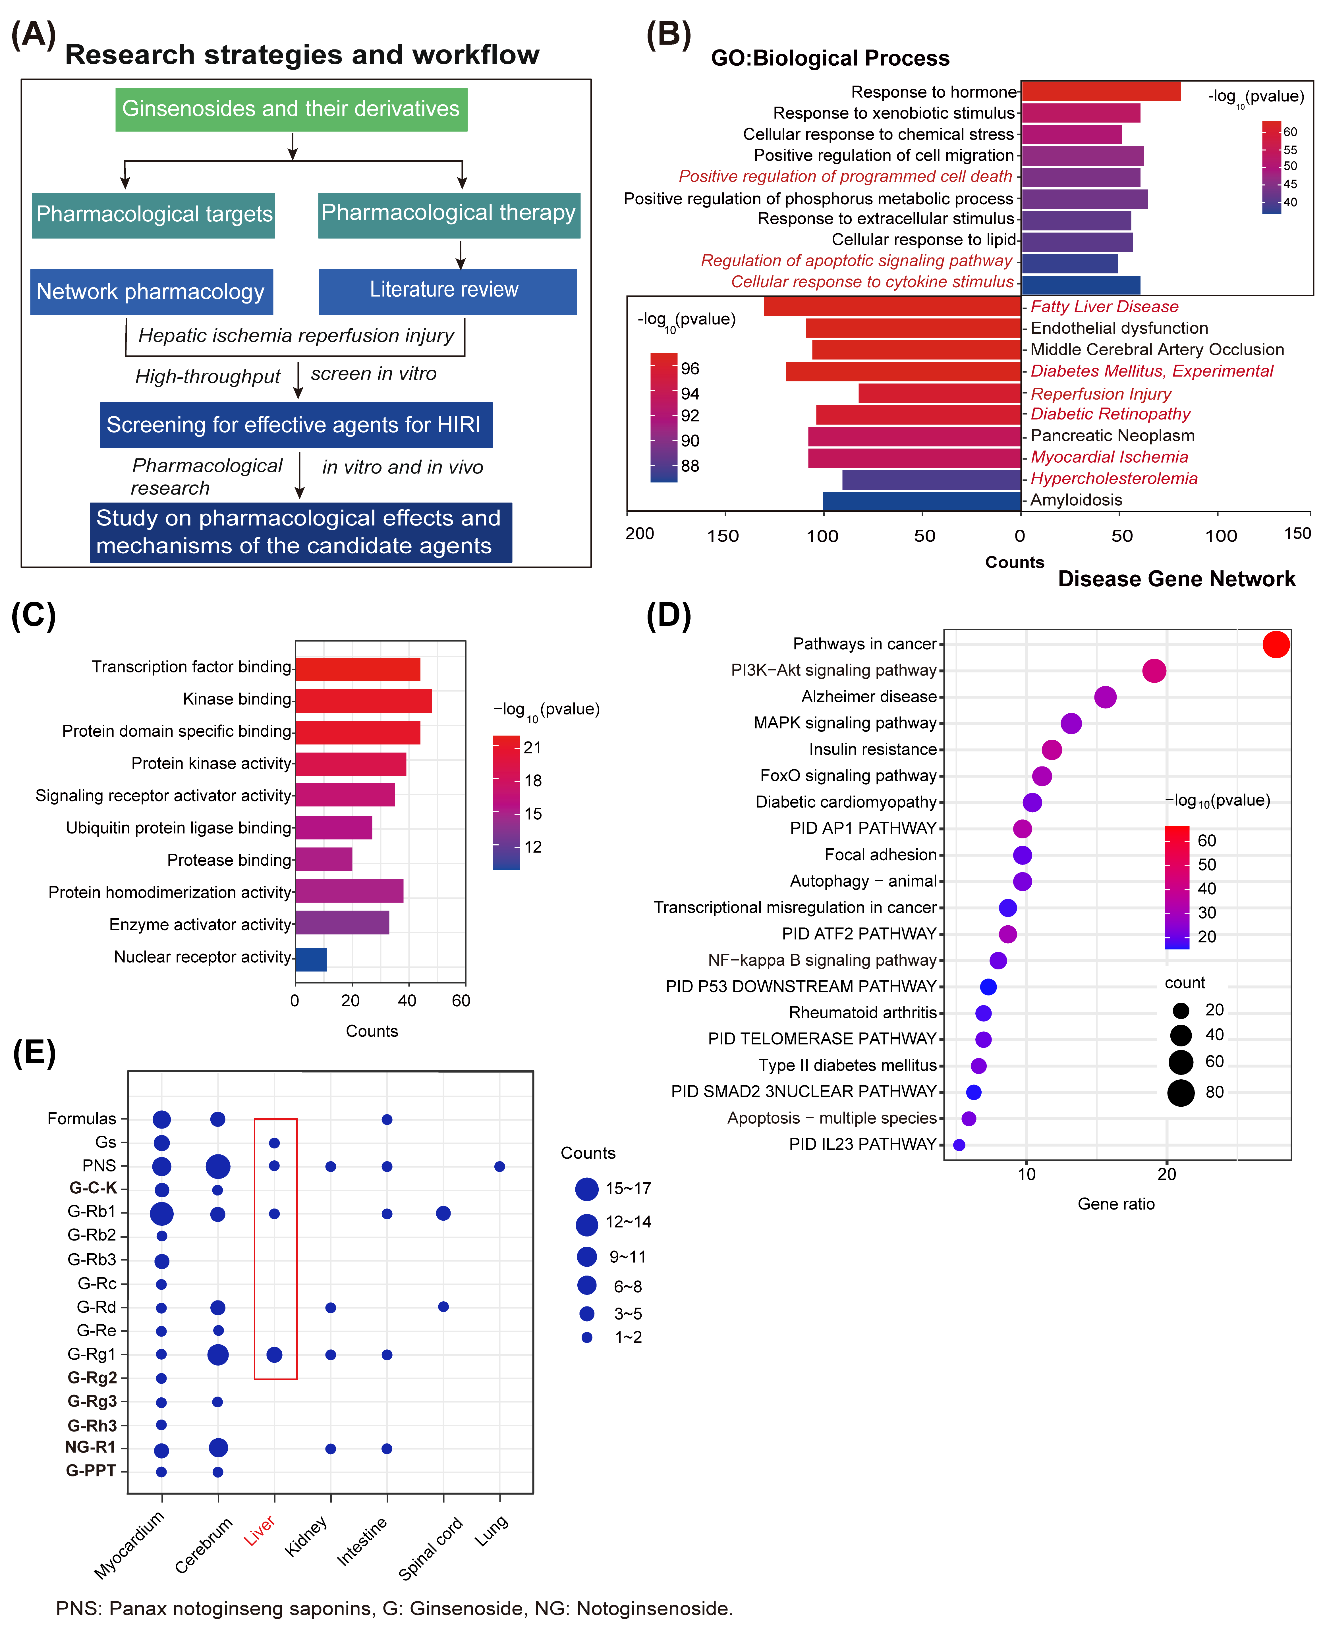

**Figure S1.** Network pharmacology analysis of the pharmacological mechanisms of ginsenosides and the summary of literature reviews on the pharmacological effects of ginsenosides in the treatment of IRIs. (A) Research strategy and workflow. (B) The top 10 terms of enrichment analysis of disease annotation of Disease Gene Network and GO annotation of biological processes on target genes of ginsenosides. (C) The top 10 terms of GO annotation enrichment analysis of molecular functions on target genes of ginsenosides. (D**)** The top 20 terms of KEGG pathway enrichment analysis on target genes of ginsenosides. (E) A summary of literature reviews on the pharmacological effects of ginsenosides and their derivatives in the treatment of IRIs.

**
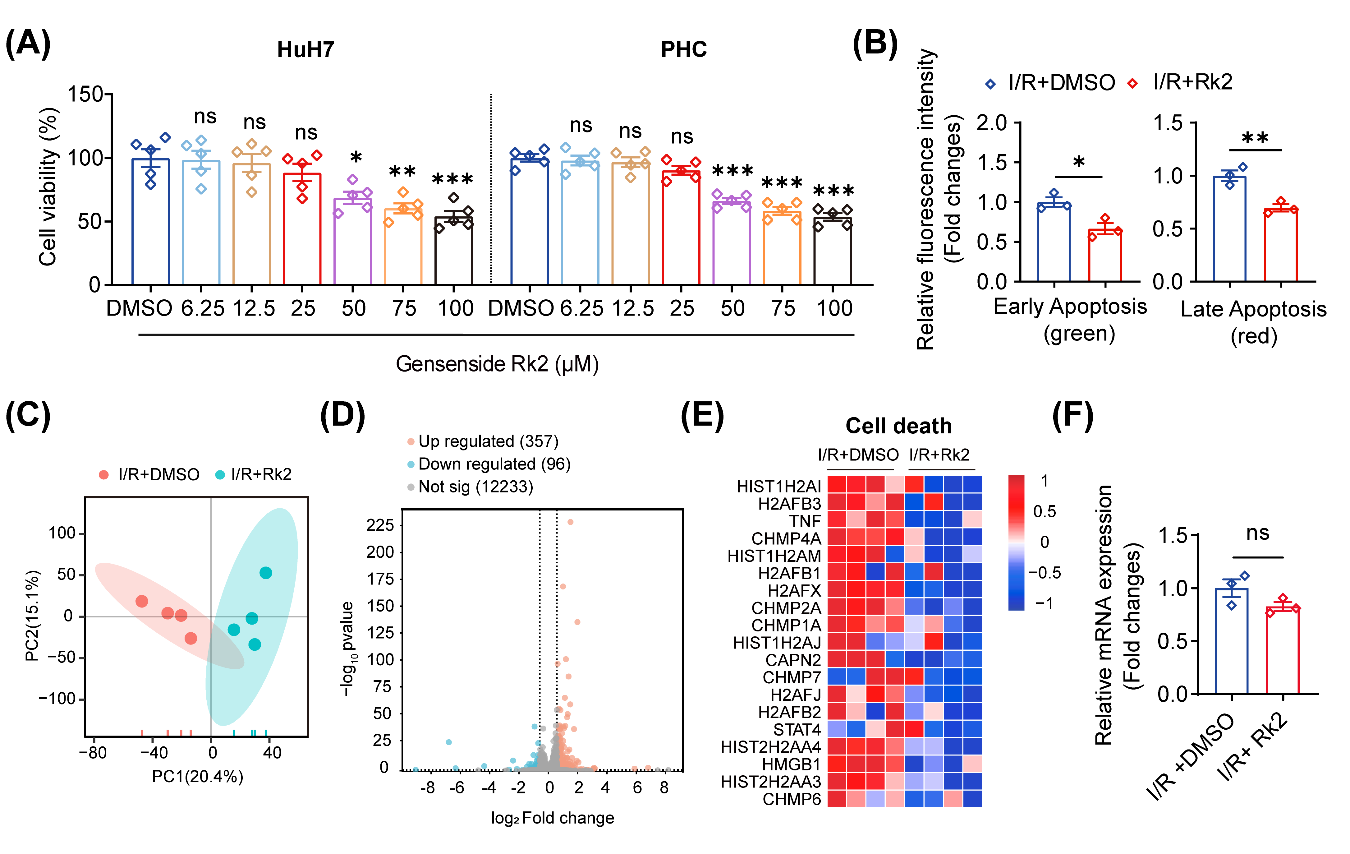
**

**Figure S2.** (A) Cell viability of HuH7 cells and PHCs under normal culture conditions after treatment with various concentrations of Rk2 for 24 h. Each value is shown as the mean ± SEM of five replicates. (B) The quantitative results of early and late apoptosis determined by analysing the fluorescence intensity in the green and red channels. Each value is shown as the mean ± SEM of three replicates. (C) Principal component analysis (PCA) of normalized RNA-seq expression values from HuH7 cells subjected to OGD/R incubation and treatment with or without Rk2 (20 μM). (D) A volcano plot illustrating differential expression of genes with statistical significance and fold change in HuH7 cells subjected to OGD/R incubation and treatment with or without Rk2 (20 μM). Significant genes were selected by fold change (>1.5- or < –1.5-fold) and adjusted *p*-value (<0.05). (E) The expression profile of genes related to the cell death in HuH7 cells subjected to OGD/R incubation and treatment with or without Rk2 (20 μM). (F) The mRNA levels of *CXCL10* in HuH7 cell lines after OGD/R incubation and treatment of Rk2 (20 μM). Each value is shown as the mean ± SEM of three replicates. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, n.s., not significant, *vs.* DMSO-treated groups.

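In a principal component analysis of log2 CPM of the 12928 tested genes, each scaled to unit variance, the first component held 39.1% of the variance and the second 15.9%. The 4 I/R+DMSO libraries lay between -114 and -30.1 on the first component and the 4 I/R+Rk2 libraries between 47.1 and 85.8 (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 allow). The groups also separated on the first component without scaling and with scaled FPKM or log2(FPKM + 1). Its share moved most without scaling, to 24.3%. On the second component the groups did not separate (exact permutation p = 0.400), and I/R+DMSO replicate 1 lay at 78.7, where the other 3 I/R+DMSO libraries lay between -48.5 and -41.5.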

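Between I/R+Rk2 and I/R+DMSO, 393 genes were differentially expressed, 318 up-regulated and 75 down-regulated. Without the fold change threshold, 2351 genes had an adjusted p-value below 0.05 (edgeR, Benjamini-Hochberg). In 3651 tested genes, 28.2%, the libraries of the groups did not overlap, against 2.86% by chance, and 369 of the 393 genes were among them. The fit with the fewest calls at these thresholds, limma on log2(FPKM + 1) without a filter, gave 188 genes, 140 of them shared with the 393. TNFRSF11A and TTLL3, named after their values were seen, were among the 393 and had the opposite sign in this fit and in the other limma fits on FPKM, without passing the threshold there. DESeq2, the tool the paper names, gave 450 genes, 355 up-regulated and 95 down-regulated, 368 of them shared. The count stayed between 278 and 446 when each library was left out in turn. INHBE rose from 22.7 ± 1.43 to 89.7 ± 5.30 CPM (SD, n = 4 each), a log2 fold change of 1.98 (standard error 0.0657, adjusted p = 5.5e-06, edgeR). KLHL24 had a log2 fold change of 2.06 (adjusted p = 0.00579, edgeR), FUT3 of 1.93 (adjusted p = 0.00165, edgeR) and RAB39B of 1.81 (adjusted p = 8.6e-04, edgeR). KLHL24 was no longer past the threshold under limma on log2(FPKM + 0.1) or on log2(FPKM + 1) without a filter. The largest up-regulation, a log2 fold change of 2.20 in AC244197.3 (adjusted p = 0.0458, edgeR), rested on 4 to 13 counts per library in I/R+DMSO and 14 to 82 in I/R+Rk2. Leaving out any of the I/R+DMSO libraries, or I/R+Rk2 replicate 1 or 3, took its adjusted p-value above 0.05, up to 0.106, and its exons overlap those of IDS and LINC00893 on the same strand. With all libraries its adjusted p-value was up to 0.242 under limma on FPKM and 0.102 under limma's voom with sample weights. It was up to 0.0909 with a replicate block. The other settings that tested this gene kept it below 0.05, with 0.00702 in DESeq2. AL121758.1 had 156 to 316 counts per library in I/R+DMSO and 1 to 5 in I/R+Rk2, a log2 fold change of -6.72 (adjusted p = 2.1e-04, edgeR). Its exons overlap those of SCRT2 and SRXN1 on the same strand. AC008764.1 had 25 to 105 counts against 0 to 8, a log2 fold change of -4.22 (adjusted p = 0.0130, edgeR), and overlaps CALR3, CHERP, MED26, SLC35E1 and AC008764.4 in the same way. Without each I/R+Rk2 library in turn its log2 fold change lay between -5.06 and -3.85. That of AL121758.1 lay between -7.46 and -6.47. AC008764.1 had an adjusted p-value of 0.0620 under limma on log2(FPKM + 1) without a filter. HSPA6 fell by 1.46 on the log2 scale (adjusted p = 0.0191, edgeR), with an adjusted p-value of up to 0.0572 when I/R+Rk2 replicate 1 or 4 was left out. OLR1 fell by 1.30 (adjusted p = 0.00198, edgeR) and SH3TC2 fell by 1.18 (adjusted p = 0.0140, edgeR).

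**Figure D2:**
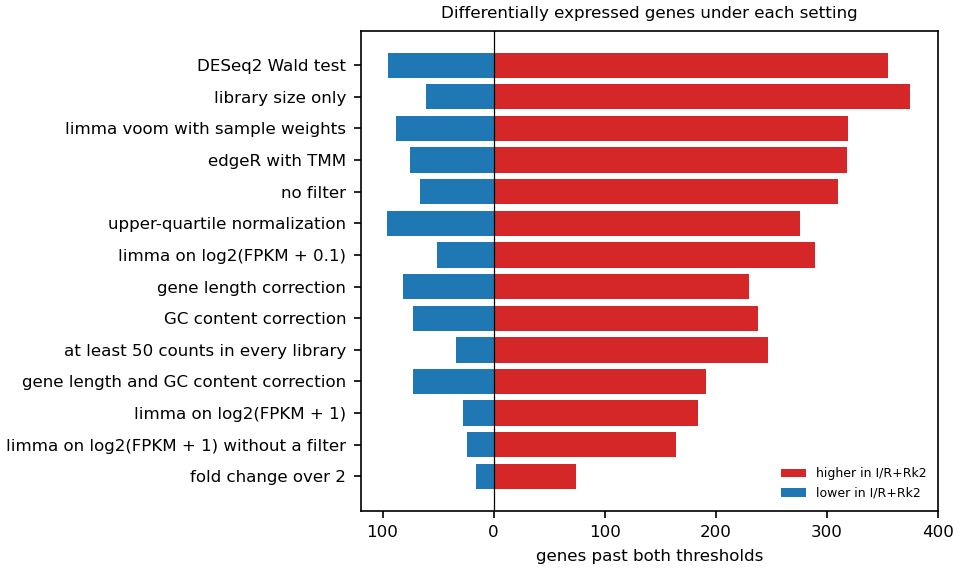
Number of genes past both thresholds under settings with all libraries, apart from a replicate block or no fold change threshold, higher in I/R+Rk2 to the right of 0 and lower to the left, in 4 libraries per group. The bar of edgeR with TMM holds 318 and 75 genes, the GC content corrections were chosen after seeing the data, and the bar for a fold change over 2 uses that stricter threshold.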

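Of 19 genes in the cell death heatmap, 14 had enough counts to be tested. All 14 were lower in I/R+Rk2, with log2 fold changes between -0.94 and -0.28 and a median of -0.34. An adjusted p-value below 0.05 (edgeR, Benjamini-Hochberg) was reached by 5 genes over all genes tested and by 8 when adjusted over the list alone, which was chosen by the study on these libraries. H2AFX fell from 177 ± 8.97 to 133 ± 6.94 CPM (SD, n = 4 each), a log2 fold change of -0.41 (adjusted p = 0.00231, edgeR). CAPN2 had a log2 fold change of -0.32 (adjusted p = 0.0106, edgeR) and CHMP2A of -0.34 (adjusted p = 0.0170, edgeR). H2AFJ had a log2 fold change of -0.31 with an adjusted p-value of 0.0476 and CHMP4A of -0.65 with 0.0499, both from edgeR. CHMP4A, whose exons overlap those of AL096870.2 and AL136295.1 on the same strand, had 1 I/R+Rk2 library within the range of I/R+DMSO. After the gene length correction 2 of the 5 genes, H2AFX and CAPN2, stayed past the threshold, while 5 genes, without CHMP4A and with HMGB1, passed after the correction for GC content alone, chosen after seeing the data. CAPN2 was not past it under limma on FPKM. CHMP4A passed in 1 of the 8 fits that each left out a library, the fit without I/R+Rk2 replicate 1 (adjusted p = 0.00907, edgeR), with an adjusted p-value of up to 0.122 in the others. H2AFJ passed in 2 of them, without I/R+DMSO replicate 1 or 4, and reached 0.114 in the others, and CHMP2A was at 0.0519 without I/R+Rk2 replicate 4. The count fell to 3 when I/R+DMSO replicate 2 or 3, or I/R+Rk2 replicate 2, 3 or 4, was left out. Reads of HIST2H2AA3 and HIST2H2AA4, and of H2AFB1, H2AFB2 and H2AFB3, come from near-identical copies, so the values of each copy are uncertain.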

**
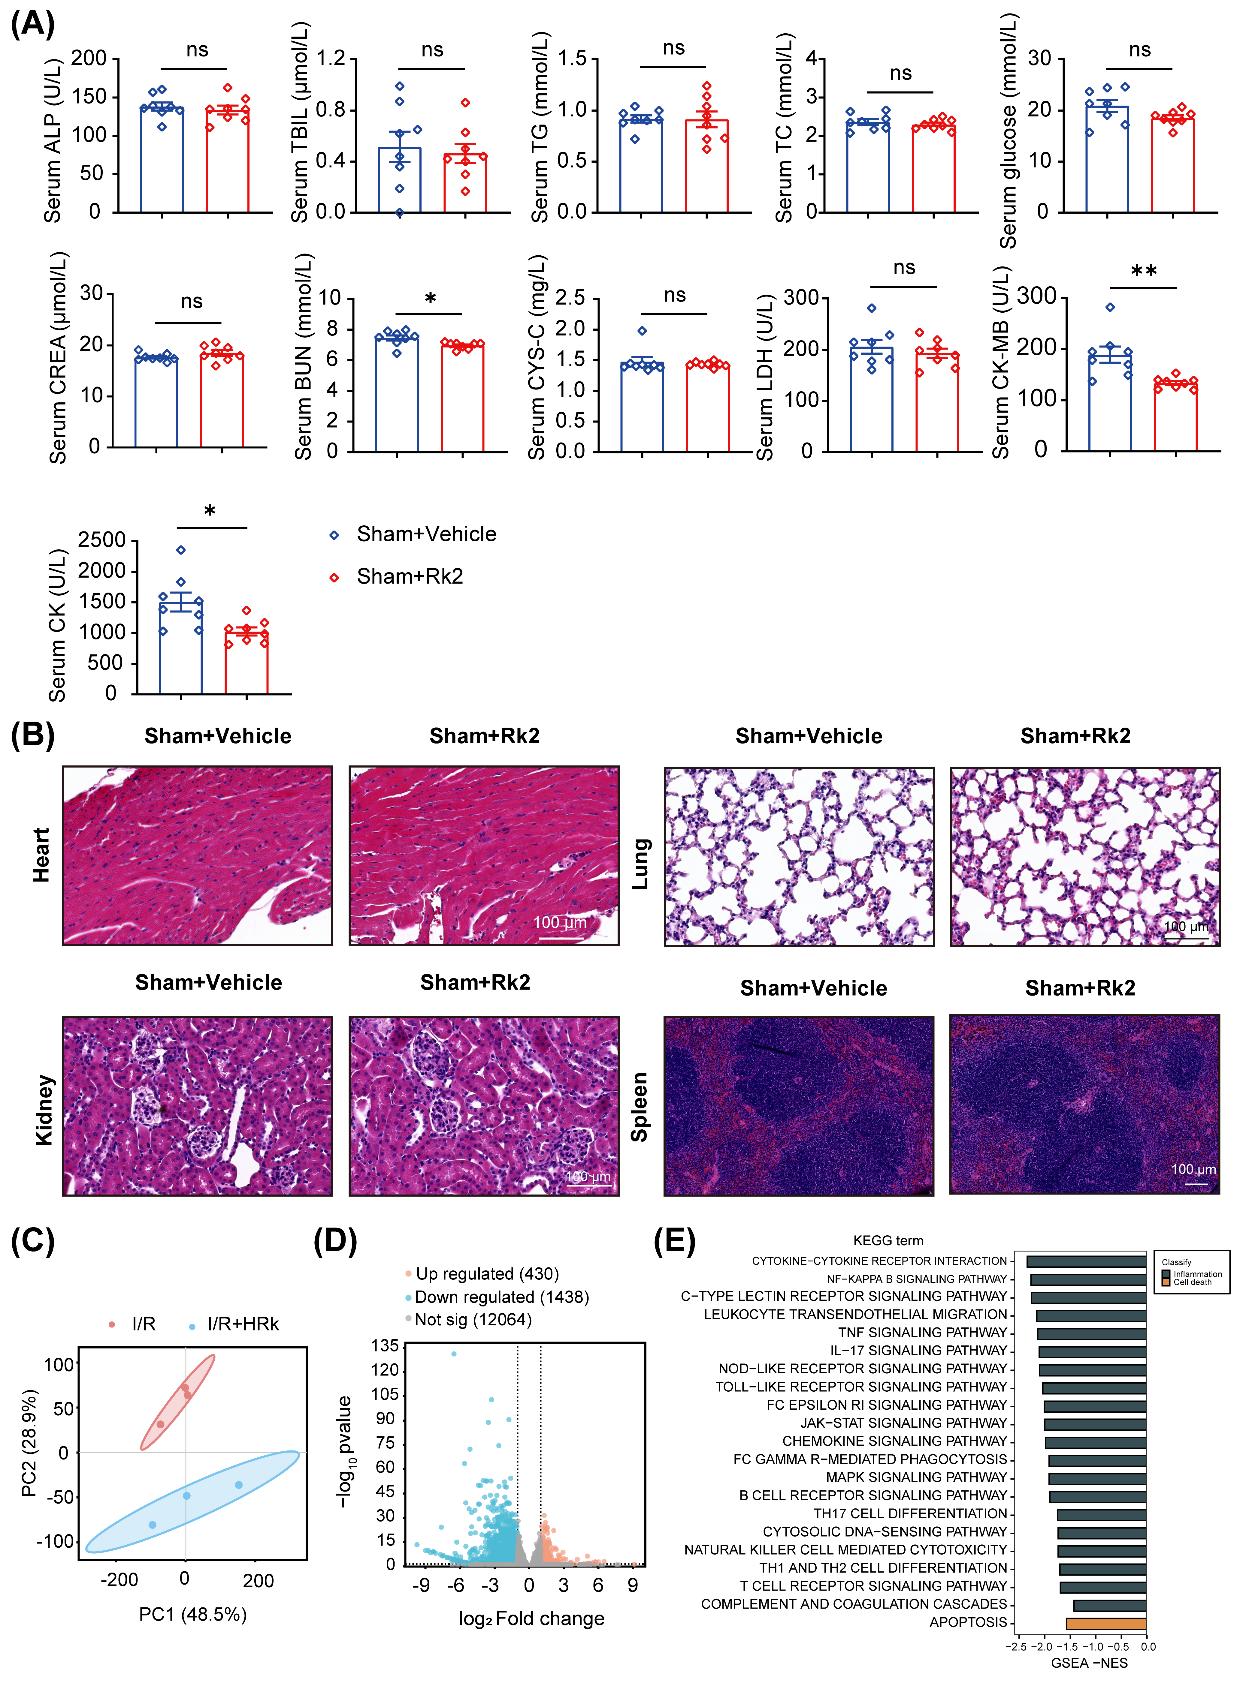
**

**Figure S3.** (A) Evaluation of biochemical parameters in mice (n = 8) from sham and sham + Rk2 groups (30 mg/kg). (B) Representative images of H&E staining of the heart, lung, spleen and kidney from the sham and sham + Rk2 groups (30 mg/kg). Values (n = 6) are shown as mean ± SEM; **P* < 0.05, ***P* < 0.01, n.s., not significant. **(**C**)** PCA of normalized RNA-seq expression values of liver samples from the I/R group and I/R+HRk group. (D) A volcano plot illustrating differential expression of genes with statistical significance and fold change in the I/R group and I/R+HRk group. Significant genes were selected by fold change (>2- or < –2-fold) and adjusted *p*-value (<0.05). (E) GSEA enrichment of differentially regulated pathways involved in inflammation and cell death in liver samples after hepatic I/R and Rk2 pretreatment in mice. TBIL, Total Bilirubin; ALP, alkaline phosphatase; TC, total cholesterol; TG, triglyceride; CREA, Creatinine; BUN, Blood Urea Nitrogen; CYS-C, Cystatin C; LDH, lactate dehydrogenase; CK, Creatine Kinase; CK-MB, Creatine kinase isoenzyme MB; GLU, Glucose.

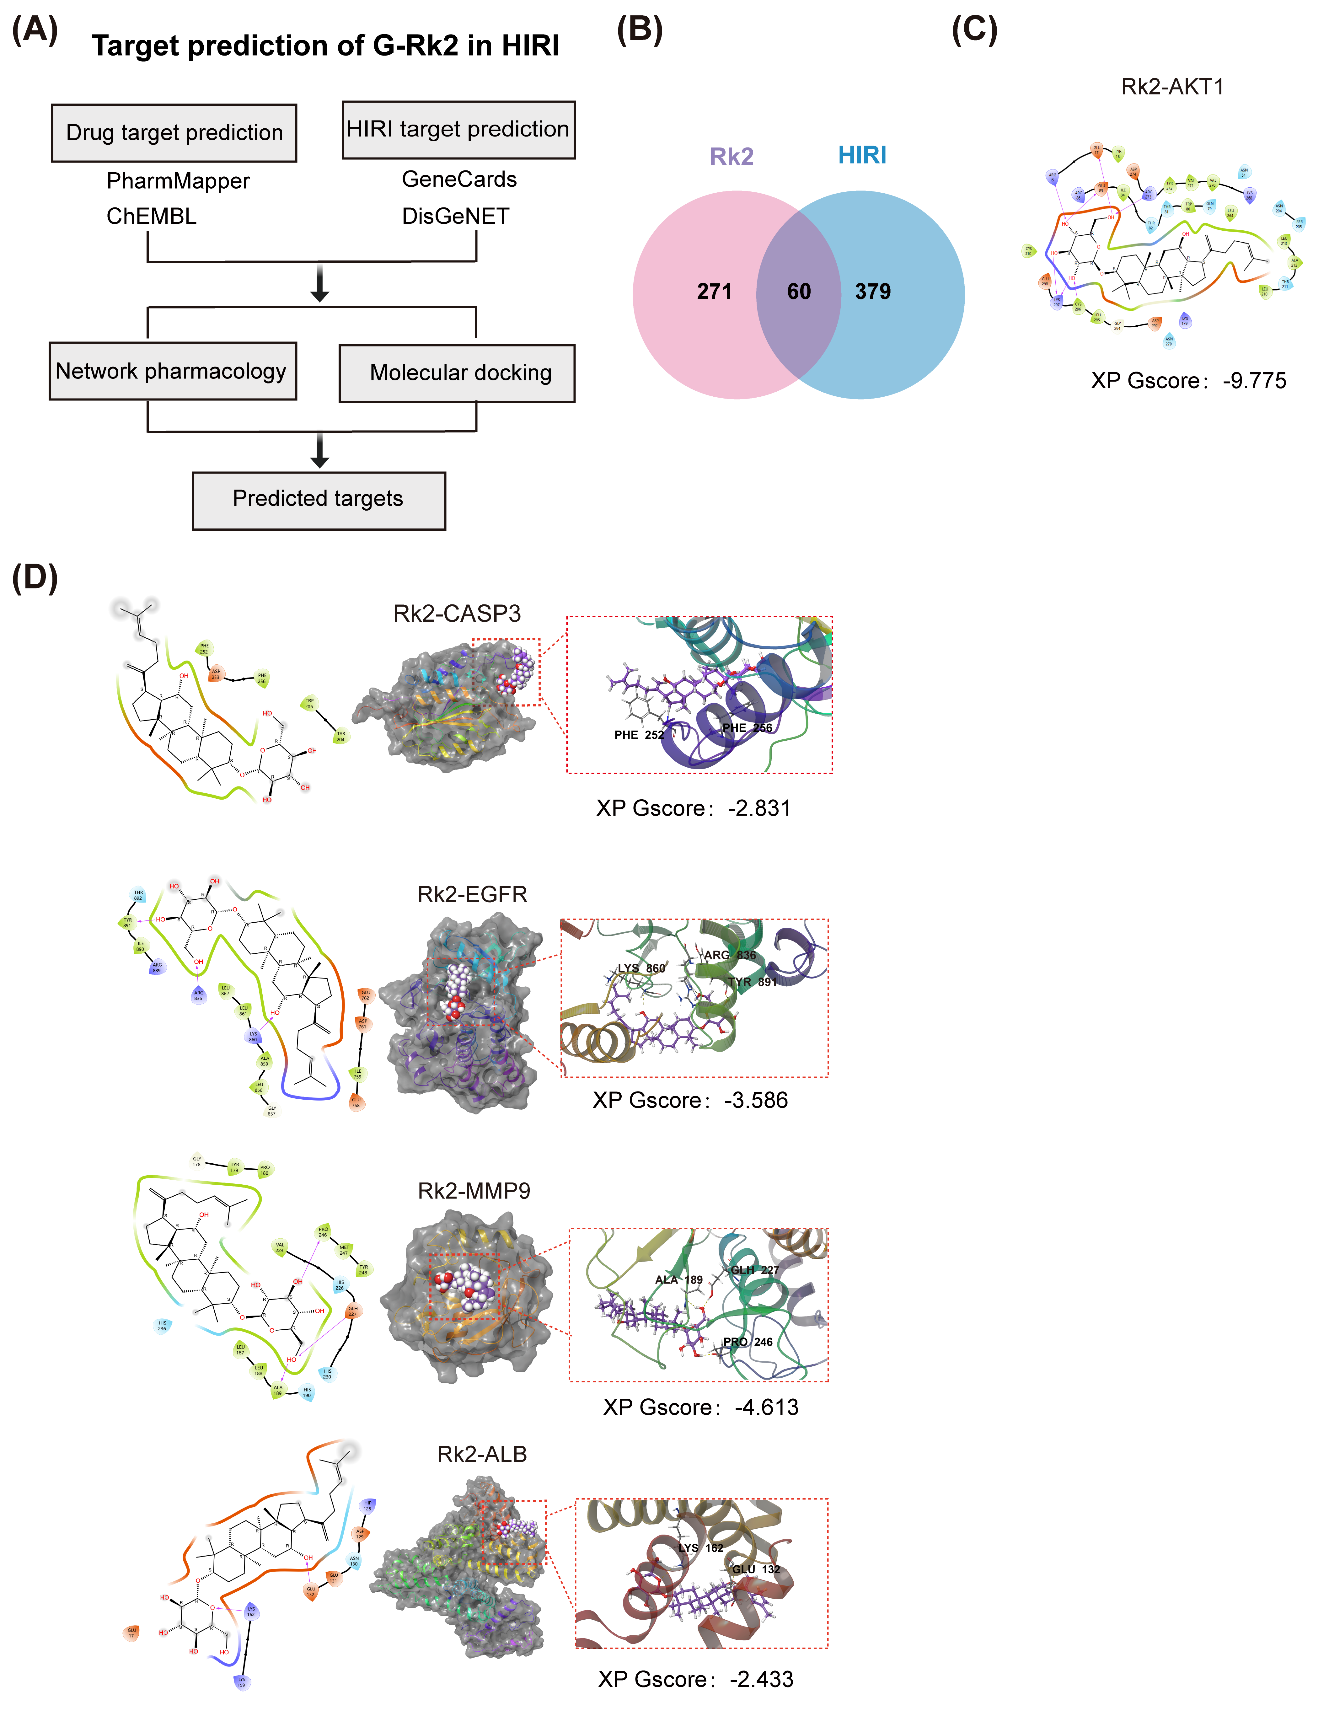

**Figure S4.** (A) Schematic representation of research protocol for the target identification of Rk2 in treating hepatic IRI. (B) Venn diagram depicting the overlap of targets for Rk2 and HIRI. (C and D) 2D and 3D molecular docking images showing the interaction between Rk2 and predicted targets AKT1, CASP3, EGFR, ALB and MMP9.

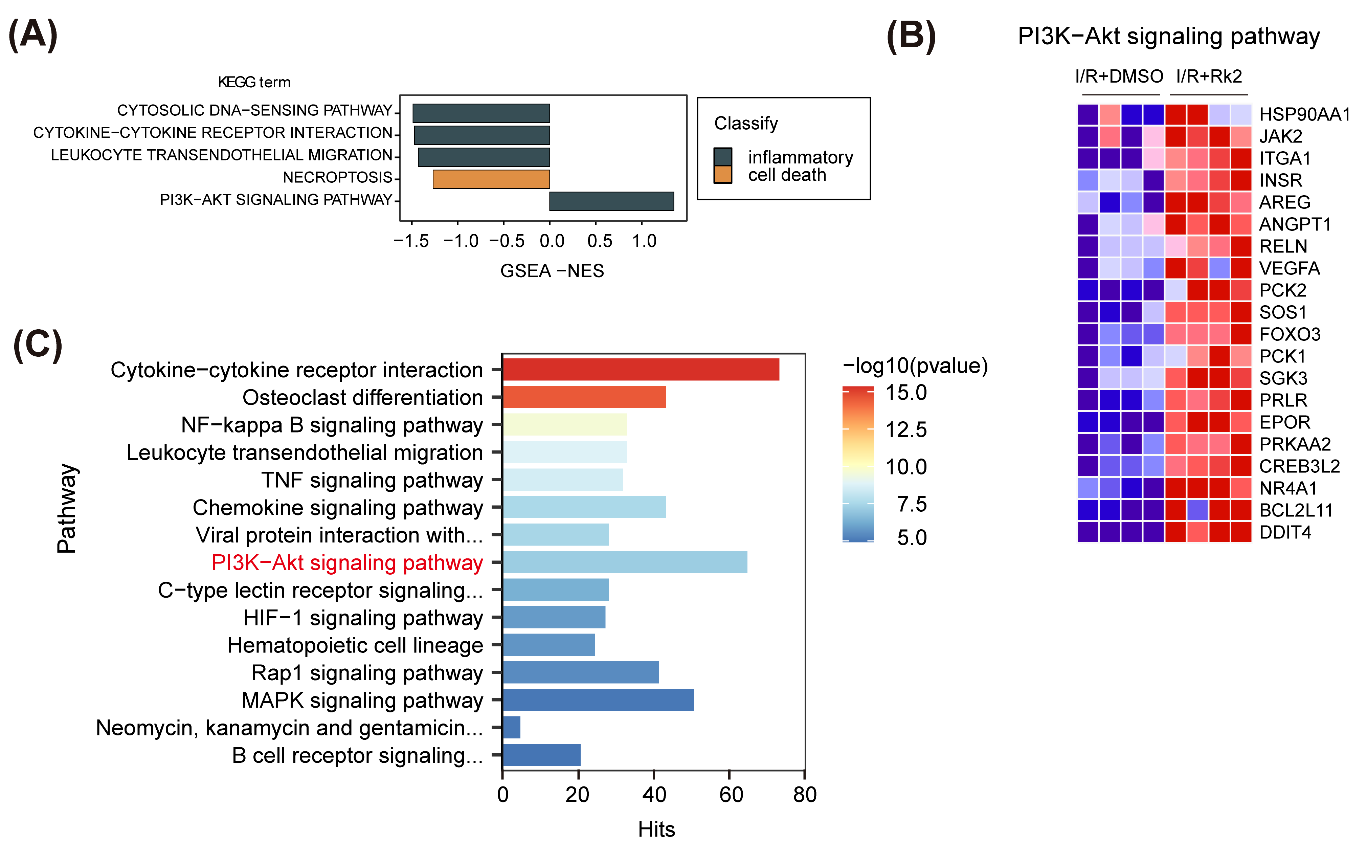

**Figure S5.** (A) GSEA enrichment of differentially regulated pathways involved in inflammation and cell death in HuH7 cells subjected to OGD/R incubation and treatment with Rk2 (20 μM). (B) A heat map of top 20 key genes in the activated PI3K-AKT signaling pathway based on GSEA enrichment in HuH7 cells subjected to OGD/R incubation and treatment with or without Rk2 (20 μM). (C) KEGG pathways enrichment analysis on differential expression genes between the I/R group and I/R+HRk group in mice.

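A further 4 lists, compiled by hand in place of KEGG's, were scored with the same ranking of FPKM. The necroptosis list, with 130 ranked genes, had a normalized enrichment score of -1.39 (gene permutation p = 0.00801, adjusted p = 0.0319 over the 5 lists by Benjamini-Hochberg) towards I/R+DMSO. The cytosolic DNA-sensing list, with 43 ranked genes, had a score of -1.46 (permutation p = 0.0250, adjusted p = 0.0417). For the cytokine-cytokine receptor interaction list, with 148 ranked genes, the score was -1.23 (permutation p = 0.0530), and for leukocyte transendothelial migration, with 84, it was -1.07 (permutation p = 0.310). After the gene length correction, with the ranking by edgeR, the necroptosis score was -1.20 (permutation p = 0.121), the DNA-sensing score -1.49 (permutation p = 0.0304) and the leukocyte migration score -1.93 (permutation p = 4.7e-04). The ranking by edgeR without that correction took the leukocyte migration score to -1.73 and reversed the cytokine receptor score, to 1.06. Among genes with a mean FPKM of at least 0.5 the leukocyte migration score reversed, to 0.69. Without I/R+DMSO replicate 4 or I/R+Rk2 replicate 4 the necroptosis score was -1.18, with a permutation p of up to 0.103. The DNA-sensing score was -1.37 without I/R+DMSO replicate 3 and -1.3002 without I/R+Rk2 replicate 2, with a permutation p of up to 0.0915. The cytokine receptor score passed the threshold when I/R+DMSO replicate 1 or 3, or I/R+Rk2 replicate 2, 3 or 4, was left out, and reached -1.49 without I/R+Rk2 replicate 2.

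**Figure D3:**
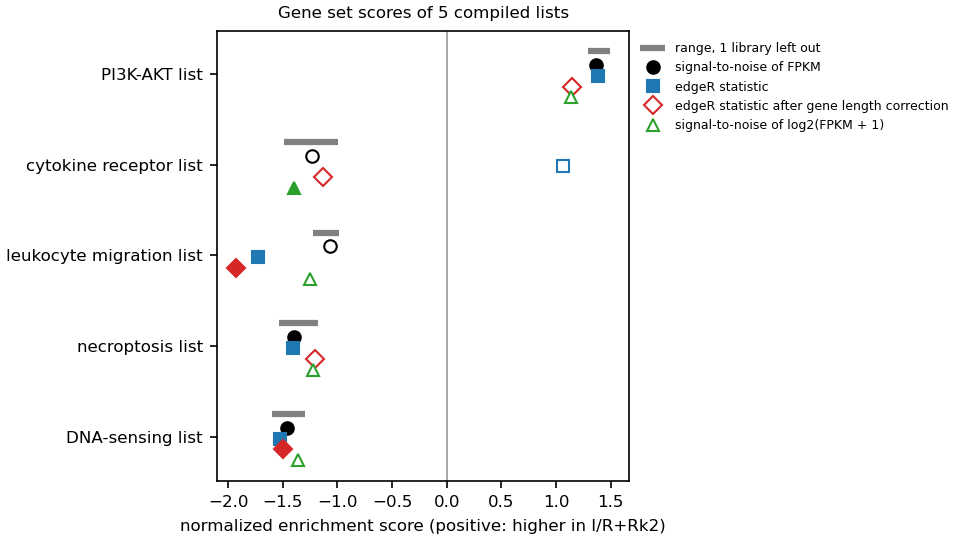
Normalized enrichment scores of the 5 compiled lists under 4 rankings of the genes, positive when higher in I/R+Rk2, with filled symbols for a permutation p below 0.05 and a grey bar for the range with 1 library left out. The PI3K-AKT list lies at 1.36 with the ranking of FPKM and at 1.14 after the gene length correction.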

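HSP90AA1, JAK2, ITGA1, INSR, AREG, ANGPT1, RELN, VEGFA, PCK2, SOS1, FOXO3, PCK1, SGK3, PRLR, EPOR, PRKAA2, CREB3L2, NR4A1, BCL2L11 and DDIT4 were all tested, and all 20 were higher in I/R+Rk2. Their log2 fold changes lay between 0.45 and 1.50, with a median of 0.65. An adjusted p-value below 0.05 was reached by 13 over all genes tested (edgeR, Benjamini-Hochberg) and by 20 when adjusted over the list alone. The study took these genes from its enrichment on the same libraries, so they are not independent evidence, and all 20 were in the leading edge of the compiled list. In 17 genes the groups did not overlap, against 28.2% of all tested genes and 2.86% by chance. For genes chosen on these libraries that comparison decides nothing. DDIT4 rose from 57.0 ± 2.82 to 124 ± 6.18 CPM (SD, n = 4 each), a log2 fold change of 1.13 (standard error 0.0540, adjusted p = 3.4e-05, edgeR). CREB3L2 rose from 123 ± 15.8 to 202 ± 11.4 CPM (SD, n = 4 each), a log2 fold change of 0.71 with an adjusted p-value of 0.00250 in edgeR. The log2 fold change was 0.76 for NR4A1 (adjusted p = 0.00277, edgeR), 0.70 for PRKAA2 (adjusted p = 0.00319, edgeR) and 0.69 for EPOR (adjusted p = 0.00169, edgeR), whose exons overlap those of RGL3 on the same strand. The gene length correction lowered the median to 0.55 and left 11 genes past the threshold, and DESeq2 gave 17. With each library left out in turn, between 11 and 15 genes passed.

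**Figure D4:**
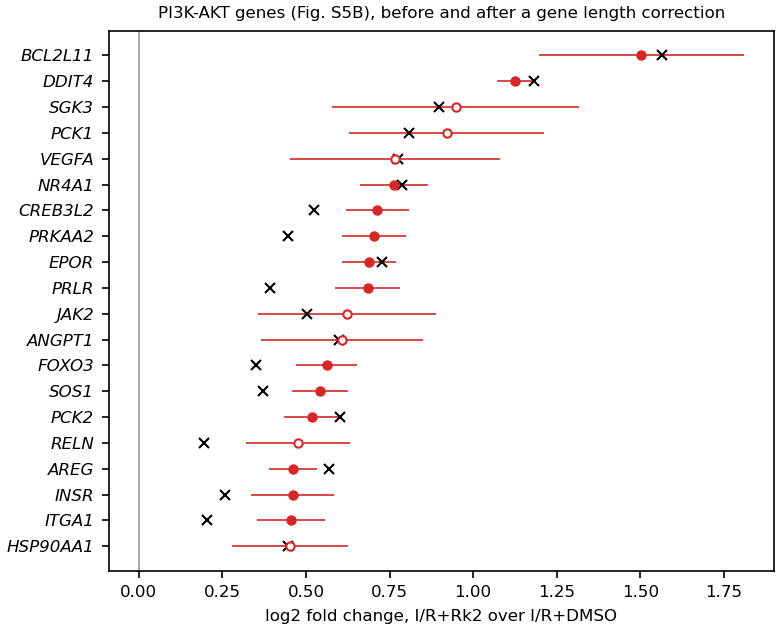
Log2 fold changes (I/R+Rk2 over I/R+DMSO, 4 libraries each) of the 20 genes of Fig. S5B, with bars for the standard error, filled points for adjusted p-values below 0.05 (edgeR, Benjamini-Hochberg) and crosses for the values after the gene length correction. All 20 points lie above 0.45, and 13 are filled.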

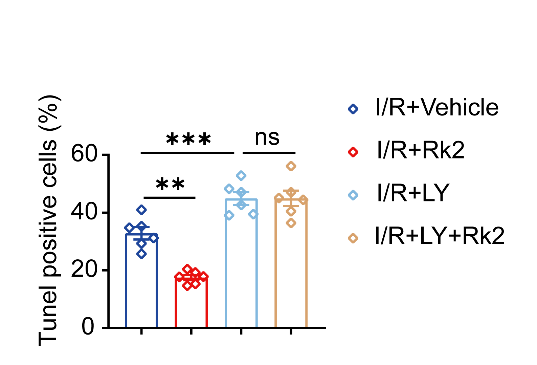

**Figure S6.** Statistical charts of TUNEL in liver sections of mice (n = 6).

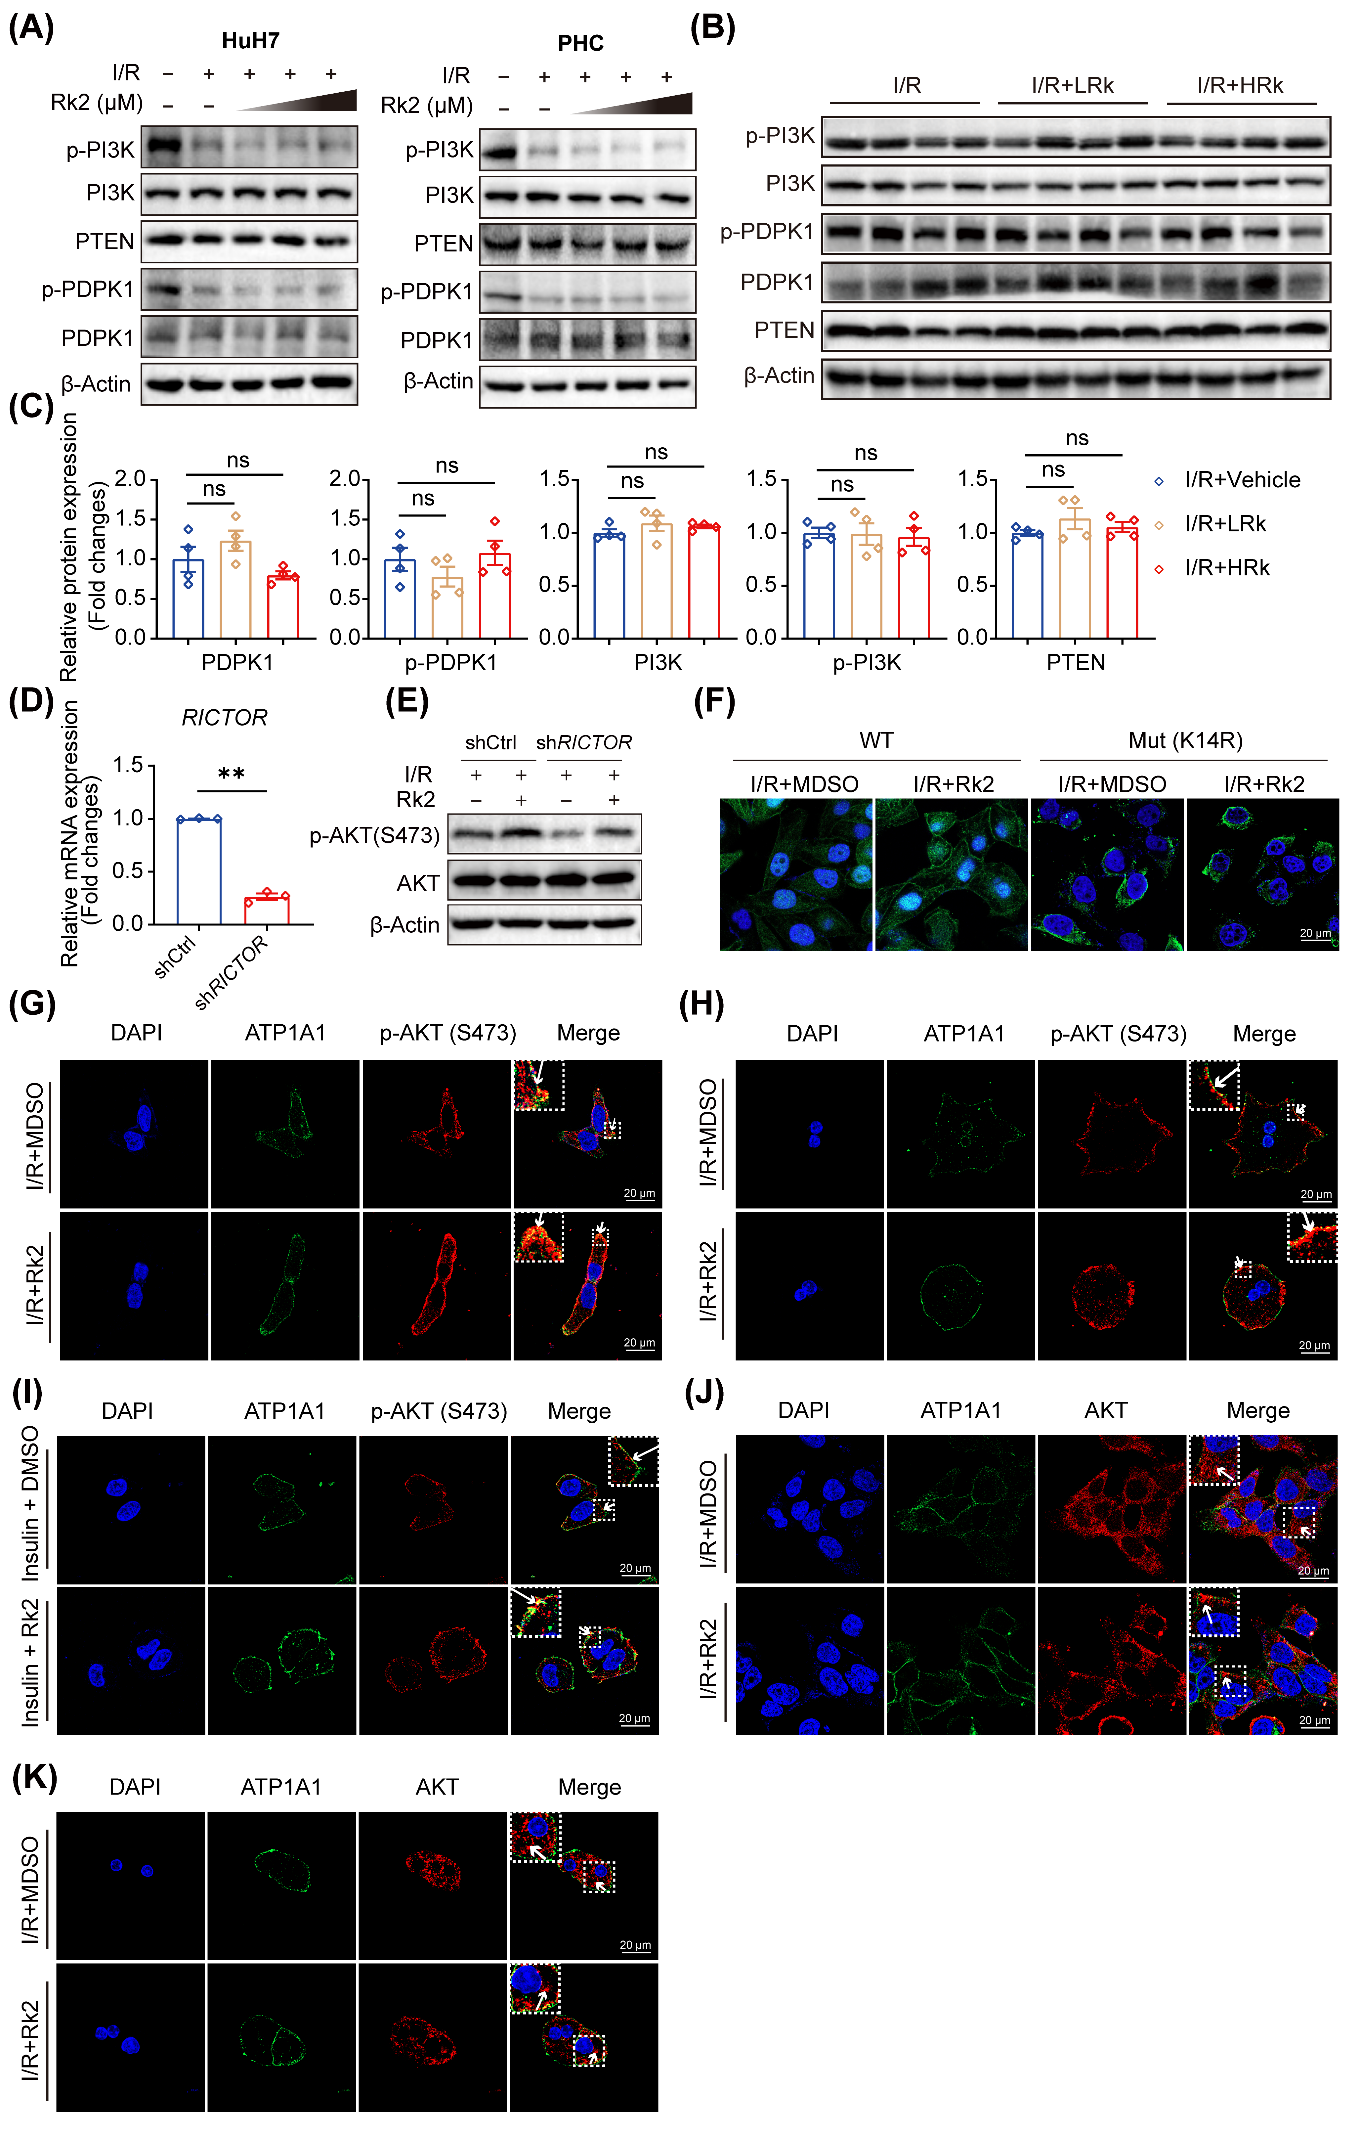

**Figure S7.** (A) Protein expression of p-PI3K, p-PDPK1, PI3K, PDPK, and PTEN in HuH7 cells (left) / PHCs (right) after OGD/R incubation and treatment with various concentrations of Rk2 (5 μM, 10 μM, 20 μM). (B and C) Western blot analysis (B) and the quantification (C, n = 4) of protein levels of PI3K, PDPK1, p-PI3K, p-PDPK1 and PTEN in liver tissue of mice. (D) The mRNA levels of *RICTOR* in HuH7 cell lines with endogenous *RICTOR* knockdown. Each value is shown as the mean ± SEM of three replicates. (E) Protein expression of p-AKT (S473) and total AKT in HuH7 cell lines with endogenous *RICTOR* after OGD/R incubation and treatment with Rk2 (20 μM). β-Actin served as the internal control. Data represent three separate experiments, and values are shown as mean ± SEM. (F) Representative fluorescence microscopy images of expression and subcellular localization of exogenous wild cherry-HA-tagged AKT1 and cherry-HA-tagged AKT (K14R) mutant in HuH7 cells. (G and H) Representative fluorescence microscopy images of expression and subcellular localization of endogenous p-AKT (Ser473) in HuH7 cells (left) / PHCs (right) after OGD/R incubation and treatment with Rk2 (20 μM). (I) Representative fluorescence microscopy images of expression and subcellular localization of endogenous p-AKT (Ser473) in HuH7 cells after treatment with Rk2 (20 μM) followed by insulin stimulation (100 nM, 10 min). (J and K) Representative fluorescence microscopy images of expression and subcellular localization of endogenous AKT in HuH7 cells (up) and PHCs (down) after OGD/R incubation and treatment with Rk2 (20 μM). n.s., not significant. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, n.s., not significant.

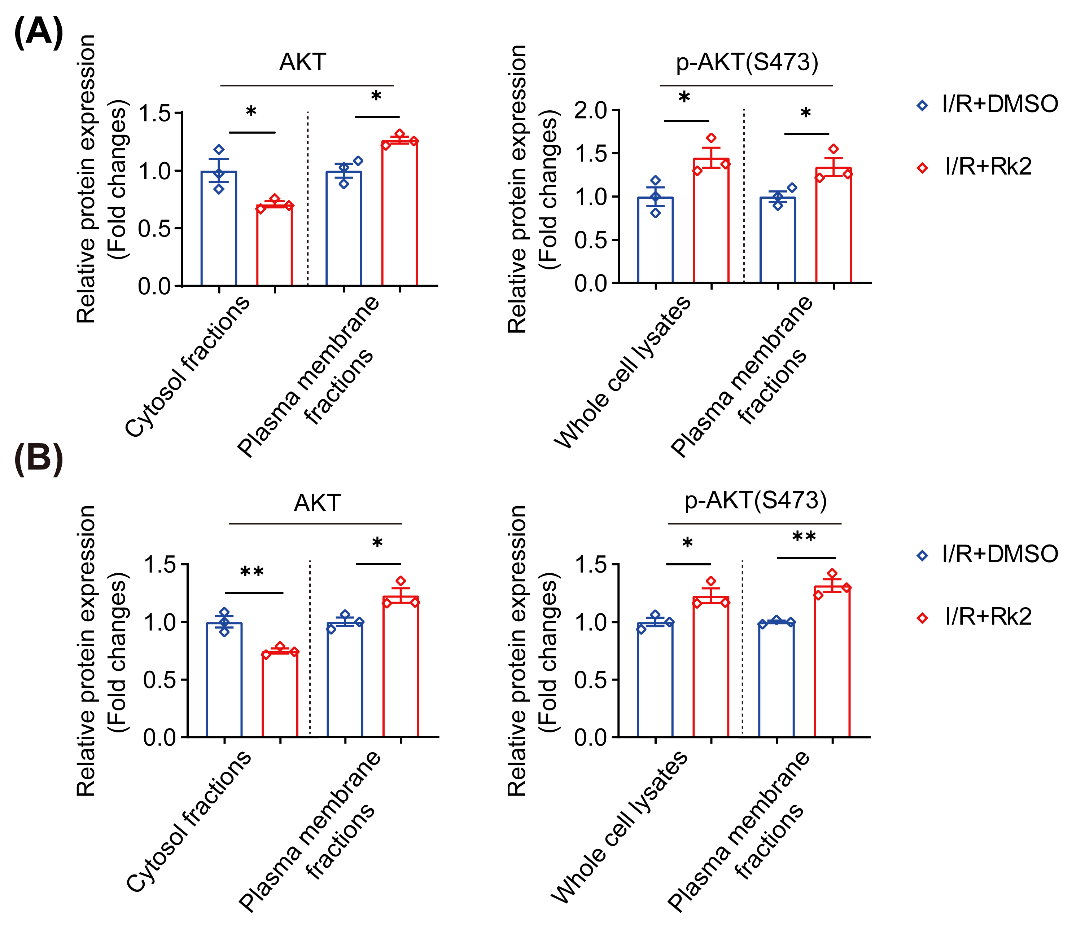

**Figure S8.** (A and B) Western blot quantification of protein expression of total AKT and p-AKT (Ser473) in whole cell lysates, cytosol fractions and plasma membrane fractions in HuH7 cells (A) / PHCs (B) after OGD/R incubation and treatment with Rk2 (20 μM). β-Actin and ATP1A1 were used as internal controls for cytoplasmic proteins and membrane proteins, respectively. **P* < 0.05, ***P* < 0.01, ****P* < 0.001. Each value is shown as the mean ± SEM of three replicates.

How the deposited data were processed for this re-analysis (not part of the article)

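The RNA-seq of HuH7 cells was re-analysed, with 4 libraries of cells given DMSO after OGD/R (I/R+DMSO) and 4 of cells given 20 µM Rk2 (I/R+Rk2). Samples were assigned to groups from their deposited labels. The libraries were prepared by the authors from 250 ng of RNA with the MGIEasy RNA Library Prep Kit and sequenced on a BGISEQ-500. The authors deposited a table of raw counts per gene, without normalization, for 15767 genes, and a table of FPKM, normalized for gene length and library size, for 19799. Of the genes with FPKM values, 4017 were outside the count table and were listed at 0 in every library. The paper names HISAT2 2.21, SAMtools 1.4 and StringTie 1.3.3b. Its text names no genome build, annotation or read counting tool, so no coordinates are given, and exon overlaps come from the GENCODE v29 annotation. In the count table 22 symbols, and in the FPKM table 27, had been turned into dates and were not assigned to genes. The RNA-seq of mouse liver was not analysed here.

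Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Differential expression was tested with edgeR's robust quasi-likelihood test on TMM-normalized counts of the 12928 genes with at least 10 counts in at least 4 libraries, with condition as the only term and Benjamini-Hochberg adjustment. A gene was differentially expressed when its adjusted p-value was below 0.05 and its fold change above 1.5. Fold changes are I/R+Rk2 over I/R+DMSO. Gene set scores came from fgsea with 10000 gene permutations on the signal-to-noise ratio of FPKM. The paper used KEGG gene sets in clusterProfiler, and the 5 lists scored here (PI3K-AKT, cytokine receptor, leukocyte migration, necroptosis and DNA-sensing) were compiled by hand and are not KEGG's. A further 8 hand-compiled lists (ATF4 targets, cholesterol synthesis, FOXO targets that AKT represses, unfolded protein response chaperones, HIF targets, NRF2 targets, NF-kB targets and apoptosis effectors) were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 8. Principal components were computed on log2 CPM with a prior count of 1, each gene scaled to unit variance.

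The groups, main tests, gene lists and all alternatives were chosen before the data were examined, except the corrections for GC content and for gene length and GC content together, which were chosen after seeing the data. The alternatives were DESeq2, upper-quartile normalization or library size only, no filter or at least 50 counts in every library, limma on log2(FPKM + 1) and log2(FPKM + 0.1) with a mean FPKM of at least 0.5 or no filter, limma's voom with sample weights, a replicate block, a gene length correction, other fold change thresholds, other rankings and set tests, and leaving out each library in turn. The length correction used a loess curve with a span of 0.5 per library, on a gene length derived from the counts and FPKM. The text gives statistics for genes chosen by rule. These are the 5 genes with the largest change in each direction among differentially expressed genes with groups that do not overlap and a mean of at least 1 CPM, the 5 genes with the smallest p in each heatmap, TNF, IL1B, IL6, CCL2, CXCL10 and AKT1. Some genes that the rule or the gene lists include are not reported here. Any other gene is named as chosen after its values were seen, or as a member of a heatmap.

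The steps were tested on simulated data in which 200 genes changed, each at least 2-fold and all well above the count filter. The edgeR test found 182 of them, 91.0%, with 8 false calls, and made 2 calls where no gene changed. Smaller changes, and changed genes near the filter, were not simulated, so 91.0% says nothing of those. In the real data 90 of the 393 differentially expressed genes had a fold change over 2. A simulated length trend, with a rho of 0.608 across genes, fell to 0.00447 after the length correction. With that trend the edgeR test made 29 false calls without the correction and 9 with it. The 8 false calls above came from data simulated without a trend. Library totals ranged from 16374082 to 30310479, and the highest was 1.85 times the lowest. Variation between replicates exceeded counting error by 16.6 to 30.1 times as chi-square per degree of freedom over all genes, a measure in which abundant genes weigh most. Depth limited the genes below the count filter and tested genes with counts near it. Permutation tests of single values were exact and two-sided, and with 4 libraries against 4 their smallest p is 0.0286.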

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

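The tests of gene length, GC content, normalization, shared genes, other splits of the libraries and single libraries in this part were chosen only after the results were seen. That the ATF4, cholesterol synthesis and FOXO lists were to be tested had been set earlier.

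I/R+DMSO replicate 1 lay far from the other libraries of its group on the second principal component, at 78.7, where the others lay between -48.5 and -41.5. It also had the lowest sample weight in limma's voom, 0.353. A mislabelled sample is argued against by its value on the first component, -114, which is on the side of I/R+DMSO, where the lowest I/R+Rk2 library lay at 47.1. Library size is argued against by its total, which ranks 2 of 4 from the lowest. Whether gene length bias may account for its position cannot be told apart. The first criterion was the ratio of its gap to the range of the group, and after the gene length correction this was 0.828, just under the critical value, down from 0.945. Once that outcome had been seen, a second criterion was added, the share of the gap left, and 95.9% of the gap was left. The 2 criteria point in opposite directions. No biological explanation was tested, since the design names no difference within the group.

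CPM of 4 genes had a library far from the others of its group. AL121758.1 was at 0.253 CPM in I/R+Rk2 replicate 4, where the other 3 lay between 0.0529 and 0.0654. PDGFB was at 4.24 in I/R+Rk2 replicate 4, against 4.66 to 4.71. CHMP4A was at 32.9 in I/R+Rk2 replicate 1, against 19.5 to 21.6, and so within the range of I/R+DMSO, 31.7 to 45.8. DDIT4 was at 61.2 in I/R+DMSO replicate 1, against 55.2 to 56.0. With the second component these make 5 such groups among the 94 tested, where chance gives 4.70, so the number of groups tested may account for all of them. Exons of AL121758.1 and CHMP4A overlap those of other genes on the same strand, and whether their reads are shared was not tested. No biological explanation was tested for single libraries.

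The ATF4 target list, which the paper does not discuss, was higher in I/R+Rk2, with a mean log2 change of 0.68 over 34 genes (camera, Benjamini-Hochberg adjusted p = 2.1e-22, range over alternatives 6.3e-30 to 0.0135). At an adjusted p-value below 0.05 in edgeR, 27 of its genes were higher and 1 was lower, and 2 of its genes are in Fig. S5B. The cholesterol synthesis list had a mean of 0.45 over 25 genes (camera, adjusted p = 9.4e-12, range 1.2e-16 to 0.0135), and the unfolded protein response list a mean of 0.44 over 20 genes (camera, adjusted p = 1.5e-08, range 4.9e-12 to 0.0328). In each of the 3 lists all I/R+Rk2 libraries were above all I/R+DMSO libraries, and the calls hold under fry and under an estimated correlation. For each list the real split alone, 1 of the 35 splits of the libraries, gave a mean as far from 0. After the correction for gene length and GC content the means were 0.70, 0.47 and 0.42, and with library size only they were 0.71, 0.49 and 0.47, which argues against both biases and against TMM normalization. The share of reads from overlapping genes was not tested. An ATF4 response and a sterol response are candidate explanations for part of the up-regulated genes, with 16 and 9 of the 318 in these lists and 33, or 10.4%, in any of the 8. They remain hypotheses, found and tested on the same data. Without libraries of cells given Rk2 without OGD/R, a response to Rk2 itself and a change in the injury may both produce them.

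The list of FOXO targets that AKT represses was also higher in I/R+Rk2, with a mean log2 change of 0.31 over 24 genes (camera, adjusted p = 1.5e-04, range over alternatives 2.8e-05 to 0.0397), 11 genes higher and 1 lower at an adjusted p-value below 0.05 in edgeR. Of the 26 genes in the list, tested or not, 10 are in the PI3K-AKT list and 4 in Fig. S5B. Every I/R+Rk2 library was above every I/R+DMSO library, and 1 of the 35 splits gave a mean as far from 0. Gene length and GC content are argued against by the mean of 0.24 after both corrections, TMM normalization by 0.35 with library size only, and genes shared with the ATF4, apoptosis and PI3K-AKT lists and Fig. S5B by 0.21 over the 16 tested genes left without them, 13 of which were higher. A higher activity of FOXO factors is a candidate explanation, as a hypothesis. FOXO activity was not measured in the RNA, and the paper reports a rise of phosphorylated FOXO1 in its Western blots (Fig. 4E).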

How the results depend on the processing

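The corrections involving GC content were chosen only after the results were seen, and all other alternatives earlier.

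Of 48 comparisons of the counts of differentially expressed genes with an alternative, 31 stayed within 1.5 times the count reported, as did all 24 with a library left out (278 to 446 genes). No fold change threshold gave 2351 genes (1416 up, 935 down) and a fold change over 2 gave 90 (74 up, 16 down), by construction. With limma on log2(FPKM + 1) there were 212 (184 up, 28 down), and without a filter 188 (164 up, 24 down). At least 50 counts in every library left 34 down-regulated genes, with fewer genes tested, and the correction for gene length and GC content left 191 up-regulated. Apart from the thresholds and the stricter filter, the cause was not tested.

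The replicate numbers do not pair the libraries, since the same-numbered libraries' deviations from their group means correlated at -0.00945 to 0.0845 across genes. With a replicate block there were 329 differentially expressed genes (274 up, 55 down). With the replicate block and the gene length correction together there were 236 (187 up, 49 down) and 3 cell death genes. Camera with the block, compared by p-value, gave 0.144 for the PI3K-AKT list and 0.0127 for leukocyte migration, and for apoptosis effectors, there towards lower, 0.808 after adjustment.

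Of the inflammatory genes of Fig. 2F, 7 passed under limma on log2(FPKM + 1) and on log2(FPKM + 0.1), 5 without the filter, and 7 to 9 with a library left out, with 7 without I/R+Rk2 replicate 4. Of the cell death genes of Fig. S2E, 3 passed with library size only, without a filter and under limma with either pseudocount, and 2 under limma without a filter, after the gene length correction and after both corrections. With a library left out it was 3 to 5. The genes of Fig. S5B kept within 1.5 times their count of 13 under each alternative. The cause of the others was not tested.

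Gene set scores moved most. Where camera, fry or relabelled libraries replaced the score, their p is given. For the PI3K-AKT list, the score was 1.14 with the signal-to-noise ratio of log2(FPKM + 1), 1.14 after the gene length correction and 1.26 after both corrections, while it stayed past the threshold at 1.39 when ranked by edgeR and at 1.48 with the FPKM minimum, and p was 0.176 in camera, 0.273 with an estimated correlation and 0.0857 with relabelled libraries. The cytokine receptor score reversed to 1.06 when ranked by edgeR, and fry turned it to higher in I/R+Rk2, at 0.929. It was -1.399 with log2(FPKM + 1) and -1.49 to -0.998 with a library left out. The leukocyte migration score reversed to 0.69 among genes with a mean FPKM of at least 0.5. It was -1.73 when ranked by edgeR, -1.93 after the length correction and -2.01 after both, with p = 0.0145 in camera, 0.0183 with an estimated correlation and 1.1e-04 in fry. The necroptosis score was -1.22 with log2(FPKM + 1), -1.20 after the length correction, -1.24 after both and -1.54 to -1.18 with a library left out, with a camera p of 0.1197 for an estimated correlation and a permutation p of 0.171 for relabelled libraries. The DNA-sensing score was -1.36 with log2(FPKM + 1), -1.38 with the FPKM minimum and -1.59 to -1.3002 with a library left out, with a p of 0.0648 in camera with an estimated correlation and a permutation p of 0.114. The cause was not tested.

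Of the 8 other lists, the 5 that were past the threshold stayed past it under each alternative. The mean of the HIF list, near 0, reversed to -0.0044 after the length correction and -0.0070 after both, and ran from -0.014 to 0.035 with a library left out, being below 0 without I/R+DMSO replicate 4 or I/R+Rk2 replicate 2. Camera with an estimated correlation placed the apoptosis list lower, at an adjusted p of 0.985. The share of the first component was 24.3% without scaling, 30.2% with log2(FPKM + 1) and 30.0% with FPKM.

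None of the genes chosen by rule and reported here reversed. In 365 comparisons of these genes with an alternative 34 results became weaker, and in 208 with a library left out 22 did. Depth limits the 12 genes of Fig. 2F and Fig. S2E below the count filter, and tested genes with counts near it.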

Differences from the paper's values

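No test in this part was chosen after a result was seen, apart from the corrections for GC content.

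The share of variance of the first principal component was 39.1%, against the paper's value of about 20% in Fig. S2C, read by eye. Of the alternatives set before the data were examined, log2 CPM without scaling came nearest, at 24.3%. Scaled log2(FPKM + 1) gave 30.2% and scaled FPKM 30.0%. None came down to about 20%.

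The score of the leukocyte migration list was -1.07, against the paper's value of about -1.4 in Fig. S5A, read by eye and given with positive values for I/R+Rk2. The list was compiled by hand and is not KEGG's. The error of the score, from leaving out each library in turn, was 0.192. Of the alternatives set before the data were examined, 2 came within that error of the paper's value. These were the signal-to-noise ratio of log2(FPKM + 1), at -1.25, and leaving out I/R+Rk2 replicate 1, at -1.22. Ranking by edgeR with or without the gene length correction, the FPKM minimum and leaving out any other library did not, and neither did the correction for gene length and GC content, chosen after seeing the values.

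The paper shows all genes of Fig. 2F and Fig. S2E as lower with Rk2, and the 33 tested were lower here, with 17 of them not past an adjusted p-value of 0.05 (edgeR, Benjamini-Hochberg). Under at least 1 of the settings run, 17 of the 27 genes of Fig. 2F, 9 of the 19 of Fig. S2E and 19 of the 20 of Fig. S5B passed. DESeq2 and upper-quartile normalization added ESAM in Fig. 2F, and HIST2H2AA3 and HIST2H2AA4 in Fig. S2E. DESeq2 also added HSP90AA1, RELN, VEGFA and SGK3 in Fig. S5B, of which limma on FPKM added HSP90AA1 as well. The replicate block added IL10RB and MAPK11, and the gene length correction added VCL. The GC content correction, chosen after seeing the values, added HMGB1. Leaving out I/R+DMSO replicate 1 added ANGPT1, RELN and SGK3. Without I/R+DMSO replicate 2, RASSF5 and HSP90AA1 passed, and without replicate 3 of that group INHBB did. Without I/R+Rk2 replicate 1, MAPK11, HIST1H2AI and PCK1 passed, and without I/R+Rk2 replicate 4 HMGB1 did.

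The paper describes leukocyte migration and cytokine receptor interaction as changed in Fig. S5A. Here the permutation p was 0.310 and 0.0530, and settings past 0.05 were, for cytokine receptor interaction, log2(FPKM + 1) with p = 0.00710 and leaving out I/R+DMSO replicate 1 or 3 or I/R+Rk2 replicate 2, 3 or 4. For leukocyte migration they were the rankings by edgeR, with p from 2.3e-04 to 0.00221, and camera and fry.

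The paper shows TNF, IL1B, IL6 and CCL2 as lower with Rk2 in its qPCR of HuH7 cells (Fig. 5E). In the RNA-seq IL6 and CCL2 were listed at an FPKM of 0 in all libraries. TNF and IL1B had lower means in I/R+Rk2 that did not pass 0.05, with exact permutation p-values of 0.0571 and 0.286. For CXCL10 the paper marks the change in HuH7 cells as not significant (Fig. S2F), and here its adjusted p was 0.338 (edgeR).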

Other observations

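In this part the tests of gene length and of TMM normalization for the excess of up-regulated genes, of gene length and FOXO targets for the PI3K-AKT list, of counting noise in the heatmap genes, and of the splits for all differentially expressed genes were set before the results were seen. All others were chosen only afterwards, with most values known, and 4 of their criteria were changed once their outcome had been seen, as given below.

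Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many differentially expressed genes (393), as many up-regulated and as many down-regulated genes. No other split gave more than 5. For the genes of Fig. 2F, Fig. S2E and Fig. S5B past the threshold it was also 1 of 35 each, which decides nothing, since the study chose these genes on the same libraries and groups. This had first been read as evidence against an accident of the split. For the compiled lists, whose genes were not chosen on these libraries although the study chose the pathways on them, as large a score was given by 3 of the 35 splits for PI3K-AKT, 4 for DNA-sensing, 6 for necroptosis, 20 for leukocyte migration and 25 for cytokine receptor interaction.

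Of the differentially expressed genes 80.9% were up-regulated. The share was 73.7% after the gene length correction, 72.3% after the correction for gene length and GC content, and 74.2% under the normalization that moved it most, upper-quartile. None of these therefore explains the excess as a whole. The size of the excess depended on the fold change threshold, with a share of 60.2% without it and 82.2% for a fold change over 2.

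The log2 fold change rose with gene length, with a median of -0.17 in the 1293 shortest genes and 0.21 in the 1293 longest. Library deviations correlated with length at -0.488 to -0.00385 in I/R+DMSO and at 0.206 to 0.377 in I/R+Rk2 (exact permutation p = 0.0286). I/R+DMSO replicate 1 alone is argued against by the correlation of 0.289 without it, GC content by 0.328 after its correction, and library size by 0.385 without the largest library. As large a correlation was given by 6 of the 35 splits, up to 0.423, so unevenness between libraries apart from the treatment is not excluded. A difference in RNA quality or preparation between the groups cannot be told apart from an effect of Rk2, since all I/R+Rk2 libraries are at 0.206 or above and no label gives a batch.

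For the score of the PI3K-AKT list, gene length bias may account for part, since its permutation p rose from 0.0135 to 0.171 when the ranking by edgeR was corrected for length. Genes shared with the ATF4 and FOXO lists may also contribute. Without these 11 genes the score was 1.21 (permutation p = 0.105), although removing high-ranked genes lowers any score. Against random lists matched for length and expression, the mean of the list was at the 88.6th percentile of 10000. Transcriptional output of higher AKT activity through FOXO factors is argued against by the mean log2 change of the FOXO list, 0.31. In edgeR's values that mean was 0.33, where lists matched for length and expression averaged 0.09. The members were mixed, with 11 of the 24 tested genes higher and 1 lower at an adjusted p-value below 0.05 in edgeR. FOXO activity itself was not measured in the RNA. Other routes of AKT, and its phosphorylation, were not tested here.

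Counting noise as the whole cause of the lower heatmap genes is argued against by the 16 genes past the threshold. For the 12 genes below the count filter it cannot be told apart, since the lowest exact permutation p was 0.0571. That p was made the measure after the count of genes with separate groups, 0, had been seen. For the cell death genes gene length bias may account for part of the calls, with 2 of 5 left after the gene length correction, although 5 genes, 4 of them the same, passed after the GC content correction.

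NF-kB targets were lower in I/R+Rk2, with a mean log2 change of -0.20 over 29 genes (camera, adjusted p = 2.0e-04, range over alternatives 1.1e-04 to 0.0488), 8 genes lower and none higher at an adjusted p-value below 0.05, and 4 of the list's genes are in Fig. 2F. The call holds under fry and an estimated correlation, and 1 of the 35 splits gave a mean as far from 0. TMM normalization is argued against by -0.16 with library size only. After both corrections the mean was -0.13 with an adjusted p of 0.0488, so near the threshold that a part played by gene length and GC content cannot be told apart. The margin for that was set with this p known.

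The other lists were not past the threshold in camera. The HIF list had a mean of 0.01 (29 of 35 splits as far from 0), the NRF2 list 0.07 (2 of 35) and the apoptosis list 0.03 (14 of 35), each with an adjusted p of 0.974. The mean of the apoptosis list was 0.052 without I/R+DMSO replicate 1, 0.0077 without I/R+DMSO replicate 2 and 0.013 without I/R+Rk2 replicate 1. Within the apoptosis list, genes that were higher at an adjusted p-value below 0.05 in edgeR included, named after their values were seen, BCL2L11 at a log2 fold change of 1.50, BMF at 0.56, BBC3 at 0.44, PMAIP1 at 0.40 and TNFRSF10B at 0.14. No gene of the list was lower at that threshold.

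Mitochondrial transcripts made up 10.9 ± 0.1997% of the counts in I/R+DMSO and 9.31 ± 0.244% in I/R+Rk2 (SD, n = 4 each, exact permutation p = 0.0286). All 13 genes were lower, 10 of them at an adjusted p-value below 0.05 in edgeR, and 1 of the 35 splits gave as large a change. A rise of nuclear RNA as a whole cannot be told apart from a fall of mitochondrial RNA, since both give a median log2 fold change below 0 after TMM normalization, here -0.25. This value had first been read as evidence against such a rise. Gene length bias may account for part, since the median was -0.12 after its correction, with 3 genes past the threshold, just under a criterion of 50% of the value. MT-ND3, MT-CO2, MT-ATP8, MT-ND1 and MT-ND4L then had log2 fold changes above 0, up to 0.10, and did not pass the threshold. The mitochondrial genes are short, with a median of 936 bases.

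The paper measured TNF, IL1B, IL6, CCL2 and CXCL10 by qPCR in primary hepatocytes (Fig. 2G), and also in HuH7 cells, CXCL10 in Fig. S2F and the others in Fig. 5E and Fig. 6D. In the RNA-seq of HuH7 cells CXCL10 had a log2 fold change of -0.21 (adjusted p = 0.338, edgeR). IL1B had 2 to 7 counts per library in I/R+DMSO and 0 to 4 in I/R+Rk2 (exact permutation p = 0.286), and IL6 and CCL2 were listed at an FPKM of 0 in all libraries.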
